# Toxicity of nano- and ionic silver to embryonic stem cells: a comparative toxicogenomic study

**DOI:** 10.1186/s12951-017-0265-6

**Published:** 2017-04-11

**Authors:** Xiugong Gao, Vanessa D. Topping, Zachary Keltner, Robert L. Sprando, Jeffrey J. Yourick

**Keywords:** Silver nanoparticles, Silver ion, Embryonic stem cell, Developmental toxicity, Transcriptomics

## Abstract

**Background:**

The widespread application of silver nanoparticles (AgNPs) and silver-containing products has raised public safety concerns about their adverse effects on human health and the environment. To date, in vitro toxic effects of AgNPs and ionic silver (Ag^+^) on many somatic cell types are well established. However, no studies have been conducted hitherto to evaluate their effect on cellular transcriptome in embryonic stem cells (ESCs).

**Results:**

The present study characterized transcriptomic changes induced by 5.0 µg/ml AgNPs during spontaneous differentiation of mouse ESCs, and compared them to those induced by Ag^+^ under identical conditions. After 24 h exposure, 101 differentially expressed genes (DEGs) were identified in AgNP-treated cells, whereas 400 genes responded to Ag^+^. Despite the large differences in the numbers of DEGs, functional annotation and pathway analysis of the regulated genes revealed overall similarities between AgNPs and Ag^+^. In both cases, most of the functions and pathways impacted fell into two major categories, embryonic development and metabolism. Nevertheless, a number of canonical pathways related to cancer were found for Ag^+^ but not for AgNPs. Conversely, it was noted that several members of the heat shock protein and the metallothionein families were upregulated by AgNPs but not Ag^+^, suggesting specific oxidative stress effect of AgNPs in ESCs. The effects of AgNPs on oxidative stress and downstream apoptosis were subsequently confirmed by flow cytometry analysis.

**Conclusions:**

Taken together, the results presented in the current study demonstrate that both AgNPs and Ag^+^ caused transcriptomic changes that could potentially exert an adverse effect on development. Although transcriptomic responses to AgNPs and Ag^+^ were substantially similar, AgNPs exerted specific effects on ESCs due to their nanosized particulate form.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12951-017-0265-6) contains supplementary material, which is available to authorized users.

## Background

The use of engineered nanoscale materials in consumer products has increased dramatically over the past decade. Only 54 consumer products claimed to contain nanomaterials in 2005, but the number has surged to more than 1600 today [1]. It has been estimated that of all the nanomaterials manufactured, silver nanoparticles (AgNPs) have the highest degree of commercialization [2], owing largely to their broad spectrum of antimicrobial activities against bacteria, fungi, and viruses, including HIV and SARS [3, 4]. Currently, a large variety of consumer products contain AgNPs, including food packaging materials, dietary supplements, cosmetics, textiles, electronics, household appliances, medical devices, water disinfectants, and room sprays [5].

The widespread application of AgNPs has raised public safety concerns about their adverse effects on human health and the environment. Data from in vitro studies demonstrated that AgNPs induce cytotoxicity and genotoxicity through the production of reactive oxygen species (ROS), DNA damage, cell cycle arrest, ultimately leading to inflammation, apoptosis, and cell death [6, 7]. In addition, in vivo studies [8–10] demonstrated that AgNPs enter the blood circulation and accumulate in organs including the brain, kidneys, lungs, spleen, testes and primarily the liver. The ability of AgNPs to enter the blood stream [10] and cross through the blood–brain barrier [11] points toward the potential of these nanoparticles to migrate into the uterus, placenta and embryo thus causing developmental toxicity [12].

Embryonic stem cells (ESCs) have been shown to faithfully recapitulate stages of early embryo development and are increasingly used as an in vitro model for developmental toxicity testing [13]. An in vitro test has been developed over two decades ago to evaluate embryotoxicity of chemical compounds using mouse embryonic stem cells (mESCs) [14]. The so-called embryonic stem cell test (EST) was latterly validated by the European Committee for the Validation of Alternative Methods (ECVAM) [15] and is currently used in the pharmaceutical industry [16]. In addition, implementing toxicogenomics into the EST improves its application domain and predictability [17], and has been shown as a promising alternative method for developmental toxicity testing [18]. Despite these progresses, only a few studies reported the toxicity of AgNPs in ESCs [19–21]. Moreover, little is known about the mechanisms of AgNP toxicity in ESCs at the molecular level.

At present, there is no consensus on the mechanisms of action for AgNP cytotoxicity and research findings are equivocal. For example, Bouwmeester et al. [22] found in an in vitro intestinal epithelium coculture model that treatment with AgNPs induced regulation of the same set of genes as with silver nitrate (AgNO_3_), and 6–17% of the silver content in the AgNPs suspensions was found in the ionic form (Ag^+^). The authors therefore speculated that the observed gene regulation was exerted by Ag^+^ released from the AgNPs. On the other hand, other studies suggest that AgNP toxicity is related to Ag^+^ and to the nanosize as well [23, 24]. Thus, AgNP cytotoxicity is a complex phenomenon and more research is needed to distinguish cellular effects triggered by the nanosized particle from those by Ag^+^ released from the nanoparticles.

The present work aimed at unraveling the molecular mechanisms of AgNP toxicity in ESCs. Using microarrays, we characterized transcriptomic changes induced by citrate-coated 20 nm AgNPs during spontaneous differentiation of a C57BL/6-derived mESC cell line. This cell line has been demonstrated to detect global gene expression changes induced by a variety of developmental toxicants [18]. To our knowledge, no toxicogenomic study on AgNPs has been reported hitherto in ESCs. We also compared the gene expression changes to those induced by Ag^+^ (silver acetate). We evaluated the potential toxicity of AgNPs with emphasis on oxidative stress and apoptosis by correlating cellular responses to gene expression patterns, which provides a mechanistic understanding of the toxicity of AgNPs in ESCs.

## Methods

### Materials

BioPure 20 nm AgNP citrate solutions, at AgNP concentration of 1.0 mg/ml, were purchased from nanoComposix (San Diego, CA). The AgNPs were extensively washed with the suspending solvent to remove residual reactants from the manufacturing process, and were sterile filtered and tested for endotoxin contamination before delivery. The stock solution as obtained from the manufacturer was stored at 4 °C in the dark throughout the study, and was diluted to the designated concentrations using medium or water and vortexed briefly (2500 rpm, 5 s.) before the characterization or the exposure experiments. ReagentPlus grade silver acetate was purchased from Sigma-Aldrich (St. Louis, MO), and solutions of 1.00 mg/ml silver ion (Ag^+^) equivalent to 1.53 mg/ml silver acetate were prepared fresh before exposure. All other chemicals used in this study were of molecular biology grade and were obtained from Sigma-Aldrich unless otherwise stated.

### AgNP characterization

The AgNPs were characterized using dynamic light scattering (DLS) and transmission electron microscopy (TEM) to confirm the nanoparticle size distribution reported by the manufacturer. To measure the hydrodynamic diameters, samples of AgNPs were suspended at 50 µg/ml in deionized (DI) water or in culture medium, immediately placed in a disposable cuvette, and analyzed at 25 °C for 2 min per run on a Brookhaven 90Plus/BI-MAS Particle Size Analyzer (Holtsville, NY). Each sample was run in triplicate, with the polydispersity index (PDI) results presented as an average of the three measurements.

To characterize AgNP structure, shape and size uniformity, TEM was performed at an accelerating voltage of 80 kV on a JEOL JEM-1011 transmission electron microscope (Peabody, MA) equipped with a bottom-mounted Gatan Orius SC1000A camera and a Gatan Microscopy Suite software platform (Pleasanton, CA). Grids were prepared by placing a 10 μl drop of AgNP sample solution (50 µg/ml) onto a formvar/carbon-coated copper 100 mesh grid.

The stability of the AgNP suspension was monitored at several time points during a 24 h incubation period by dilution in culture media to 5.0 μg/ml followed by Ultraviolet–visible (UV–vis) spectroscopy using a SpectraMax i3 spectrometer from Molecular Devices (Sunnyvale, CA).

### Silver concentration assessment using ICP-MS

Mass concentration of silver was determined with inductively coupled plasma mass spectroscopy (ICP-MS) on a 7700 series ICP-MS from Agilent Technologies (Santa Clara, CA) equipped with on-line internal standard delivery. Total silver was analyzed using *m/z* 107 and Y and In as internal standards. Calibration standards were prepared by dilution from a 1000 ppm silver standard from Inorganic Ventures (Christiansburg, VA). A calibration curve was verified for each analysis using dilutions from a 1 ppm silver standard from SPEX CertiPrep (Metuchen, NJ). To assess silver concentration in the nanoparticle suspensions, tubes were sonicated while an aliquot for dilution was taken out and acidified with 800 µl of concentrated nitric acid. The samples were then diluted to 10 ml with a 4% HNO_3_ 0.5% HCl solution. For analysis of the supernatants, AgNP suspensions were subjected to centrifugation at 25,000×*g* for 90 min, using a WX Ultra Series centrifuge with a F50L-24 × 1.5 rotor (Thermo Scientific). Supernatants were carefully separated from pellets and silver concentration assessed.

### Pluripotent mouse embryonic stem cell culture

Pluripotent ESGRO complete adapted C57BL/6 mESCs, which have been pre-adapted to serum-free and feeder-free culture condition, were obtained from EMD Millipore (Billerica, MA) at passage 12 (with 80% normal male mouse karyotype). The cells were seeded in cell culture flasks (Nunc, Roskilde, Denmark) coated with 0.1% gelatin solution (EMD Millipore), and maintained at 37 °C in a 5% CO_2_ humidified incubator at standard densities (i.e., between 5 × 10^4^/cm^2^ and 5 × 10^5^/cm^2^) in ESGRO Complete Plus Clonal Grade Medium (EMD Millipore). The medium contains leukemia inhibitory factor (LIF), bone morphogenic protein 4 (BMP-4), and a glycogen synthase kinase-3b inhibitor (GSK3b-I) to help maintain pluripotency and self-renewal of the ESCs. Cells were passaged every 2–3 days (when reaching 60% confluence) with ESGRO Complete Accutase (EMD Millipore) at about 1:6 ratio. C57BL/6 mESCs maintain a stable karyotype under the above passaging condition. The cells used in the current study were at passage 18.

### Cell differentiation through embryoid body formation

Induction of differentiation was achieved through embryoid body (EB) formation in hanging drop culture following a procedure adapted from De Smedt et al. [25]. In brief, stem cell suspensions were prepared on ice at a concentration of 3.75 × 10^4^ cells/ml in ESGRO Complete Basal Medium (EMD Millipore), which does not contain LIP, BMP-4, or GSK3b-I. About 50 drops (each of 20 µl) of the cell suspension were placed onto the inner side of the lid of a 10-cm Petri dish filled with 5 ml phosphate buffered saline (PBS) (EMD Millipore) and incubated at 37 °C and 5% CO_2_ in a humidified atmosphere. After 3 days, EBs formed in the hanging drops were subsequently transferred into 6-cm bacteriological Petri dishes (Becton–Dickinson Labware, Franklin Lakes, NJ) and were exposed to AgNPs or Ag^+^. The EBs had an average diameter of 330–350 μm.

### Cytotoxicity assay

Cytotoxicity was measured both in adherent (monolayer) culture and in EB culture by MTS assay using the CellTiter 96 AQueous One Solution Cell Proliferation Assay kit from Promega (Madison, WI), following instructions from the manufacturer. For adherent culture, pluripotent C57BL/6 mESC colonies cultured in ESGRO Complete Plus Clonal Grade Medium were dissociated with ESGRO Complete Accutase and a single-cell suspension at 1.0 × 10^5^ cells/ml was prepared in ESGRO Complete Basal Medium. The cells were seeded in 96-well cell culture grade flat bottom plates (Nunc) coated with 0.1% gelatin (EMD Millipore) at 100 µl/well (1.0 × 10^4^ cells/well) and allowed to adhere overnight at 37 °C with 5% CO_2_. After 24 h, 100 µl medium containing 2× final concentrations of AgNPs or Ag^+^ (0.1–50 µg/ml) was added to the test wells. In control wells, the same volume of medium was added as a vehicle control. The treatment was maintained for 24 h. At the end of the exposure, 20 μl of CellTiter 96 AQueous One Solution Cell Proliferation Assay reagent was added to each well that contained 100 μl medium. After 3 h incubation at 37 °C, the resultant absorbance was recorded at 490 nm using a SpectraMax i3 plate reader (Molecular Devices). Each concentration was tested in sextuplicate and repeated six times. To correct for interference of AgNPs or Ag^+^ on MTS assay, a parallel control plate was set up with identical concentrations of AgNPs or Ag^+^ but without seeded cells. The control plate was treated otherwise the same way as the test plate. The readings of the control plate were then subtracted from the corresponding wells of the test plate, and the resultant values were used in the dose–response plot.

For cytotoxicity assay in EB state, hanging drops were set up as described above. After 3 days, EBs were subsequently transferred into 6-cm bacteriological Petri dishes (Becton–Dickinson Labware) and treated with designated concentrations of AgNPs or Ag^+^ for 24 h. Afterwards, 50 EBs were harvested per compound concentration. The EBs were allowed to precipitate and supernatant was removed, and were subsequently dissociated using ESGRO Complete Accutase (EMD Millipore). Cells were then resuspended in 700 μl ESGRO Complete Basal Medium (EMD Millipore), and 100 μl of the single cell suspension was pipetted into each well (in sextuplicate) of 96-well cell culture grade flat bottom plates (Nunc). Subsequent MTS assay was the same as for the adherent culture described above. The experiment was repeated independently three times.

### AgNP/Ag^+^ exposure and RNA isolation

EB differentiation cultures at day 3 were exposed to the desired concentrations of AgNPs or Ag^+^ for 24 h. EBs were collected after exposure. Three biological replicates were used for each condition. Treatment with AgNPs or Ag^+^ at the concentrations used did not affect EB sizes (data not shown). EBs were lysed in RLT buffer (Qiagen; Valencia, CA) supplemented with β-mercaptoethanol, homogenized by QIAshredder (Qiagen), and kept in a −80 °C freezer until further processing. Total RNA was isolated on the EZ1 Advanced XL (Qiagen) automated RNA purification instrument using the EZ1 RNA Cell Mini Kit (Qiagen) following the manufacturer’s protocol, including an on-column DNase digestion. RNA concentration and purity (260/280 ratio) were measured with a NanoDrop 2000 UV–Vis spectrophotometer (NanoDrop Products, Wilmington, DE). Integrity of RNA samples was assessed by an Agilent 2100 Bioanalyzer (Santa Clara, CA) with the RNA 6000 Nano Reagent Kit from the same manufacturer.

### RNA processing and microarray experiment

The total RNA samples were preprocessed for hybridization to Mouse Gene 2.0 ST Array (Affymetrix, Santa Clara, CA) using the GeneChip WT PLUS Reagent Kit (Affymetrix) following the manufacturer’s protocol. For each sample, 100 ng of total RNA was used. Subsequent hybridization, wash, and staining were carried out using the Affymetrix GeneChip Hybridization, Wash, and Stain Kit and the manufacturer’s protocols were followed. The chips were then scanned on Affymetrix GeneChip Scanner 3000 7G and the image (DAT) files were preprocessed using the Affymetrix GeneChip Command Console (AGCC) software v.4.0 to generate cell intensity (CEL) files. Prior to data analysis, all arrays referred to in this study were assessed for data quality using the Affymetrix Expression Console software v.1.3 and all quality assessment metrics (including spike-in controls during target preparation and hybridization) were found within boundaries. The data set has been deposited in Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) of the National Center for Biotechnology Information with accession number GSE79766.

### Microarray data processing and analysis

The values of individual probes belonging to one probe set in CEL files were summarized using the robust multi-array average (RMA) algorithm [26] embedded in the Expression Console software v.1.3 (Affymetrix), which comprises of convolution background correction, quantile normalization, and median polish summarization. Normalized data for all samples were then analyzed by unsupervised principal component analysis (PCA) [27] and hierarchical cluster analysis (HCA) [28], using the U.S. FDA’s ArrayTrack software system [29, 30], to identify patterns in the dataset and highlight similarities and differences among the samples. Subsequently, differentially expressed genes (DEGs) were selected using one-way analysis of variance (ANOVA) using the Affymetrix Transcriptome Analysis Console (TAC) software v.2.0. Prior to making comparisons, a gene filtering procedure was applied to exclude probesets that appeared to be unexpressed in all sample groups. For each comparison between two experimental groups, the fold change (FC) of every annotated gene, together with their corresponding *p* value, was used for selection of DEGs with cutoff values indicated in the text.

### Gene ontology and pathway analysis

The DEGs were subjected to gene ontology (GO) analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [31, 32] to find overrepresentations of GO terms in the biological process (BP) category (GOTERM_BP_FAT). As background, the *Mus musculus* (mouse) whole genome was used. Statistical enrichment was determined using default settings in DAVID. The statistically enriched GO terms were classified using the web tool CateGOrizer [33] based on GO Slim. Pathway analysis was conducted with the Ingenuity Pathway Analysis (IPA) software using default settings to identify canonical pathways and pathway interaction networks associated with the DEGs.

### Measurement of oxidative stress and apoptosis by flow cytometric analysis

EBs were exposed to 5.0 µg/ml of AgNPs or Ag^+^ the same way as in the gene expression study described above. As a positive control for both oxidative stress and apoptosis, EBs were also treated with 1 µM staurosporine. After treatment, EBs were collected and dissociated into single cells using the Embryoid Body Dissociation Kit from Miltenyi Biotec (San Diego, CA) following instruction from the manufacturer. Subsequent flow cytometry measurements of oxidative stress and apoptosis were conducted on a Guava easyCyte 8HT Flow Cytometer from EMD Millipore with a kit from the same manufacturer. The MitoStress Kit allows for the simultaneous measurement of mitochondrial superoxide generation, detected by membrane permeant dye MitoSox Red, and phosphatidyl serine expression on the cell surface of apoptotic cells as assessed by Annexin V binding. Data collection was performed using the InCyte and the CellCycle programs, both included in the guavaSoft software suite (ver. 3.1.1), and instructions from the manufacturer were followed.

### Statistical analysis

Statistical analysis for data other than the microarray data was performed in KaleidaGraph v.4.03 of Synergy Software (Reading, PA) using one way ANOVA followed by Tukey HSD post hoc test.

## Results

### Silver nanoparticle characterization

The physicochemical properties of the 20 nm AgNPs are summarized in Table 1. The values in water agree well with those provided by the manufacturer. TEM analysis indicated that the AgNPs were spherical in shape and uniform in size with an average diameter of 20.4 ± 3.2 nm in water (Fig. 1a) and of 20.2 ± 4.1 nm in medium (Fig. 1b). The particle size distribution was narrow, with few particles >30 or <10 nm present. As is typical for nanomaterials, the hydrodynamic diameter of the AgNPs in water measured by DLS was found to be slightly larger (29.3 nm) than the physical diameter measured by TEM (20.4 nm). The hydrodynamic diameter increased substantially in the medium (78.6 nm) (Fig. 1c), probably due to slight agglomeration. Two small peaks appeared in the low diameter range on the DLS plot, probably resulted from protein species found in the media. The AgNPs had a low PDI (0.048) in water but much higher (0.349) in medium, indicating good stability in water but not in the culture medium. UV–Vis analysis in media (Fig. 1d) revealed colloidal homogeneity at the beginning (0 h) as reflected in the surface plasmon resonance with a characteristic peak ~400 nm. However, the peak intensity decreased rapidly within the first 2 h and then slowly between 2 and 8 h, with the peak broadened and shifted towards higher wavelengths, suggesting agglomeration of the particles in the medium. After 8 h, no further decrease in peak intensity was observed, although the peak position further shifted from 408 nm (8 h) to 424 nm (24 h).

**Table 1:** Physicochemical properties of silver nanoparticles

Dispersant	Concentration (mg/ml)	TEM diameter (nm)	DLS diameter (nm)	PDI	ζ-potential (mV)
2 mM citrate^a^	1.06	20.6 ± 3.6	26.2	–	−39.8
Water	1.01	20.4 ± 3.2	29.3	0.048	–
Medium^b^	–	20.2 ± 4.1	78.6	0.349	–

*TEM* transmission electron microscopy, *DLS* dynamic light scattering; *PDI* polydispersity index

^a^Values provided by the manufacturer for the lot used in the current study

^b^ESGRO Complete Basal Medium (EMD Millipore) used for EB formation and exposure

– Data not available

**Fig. 1:**
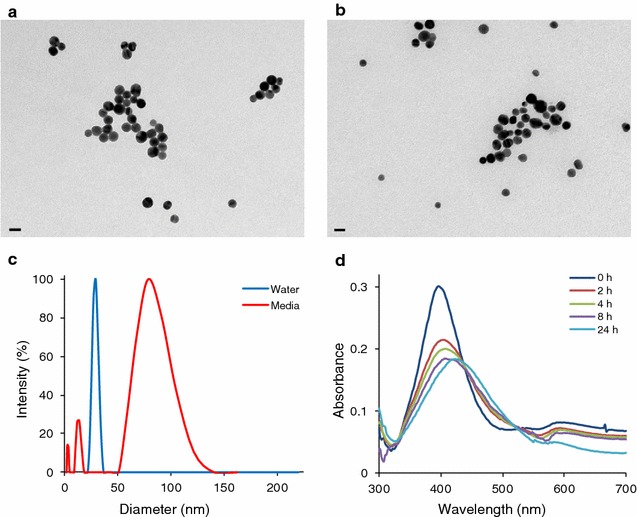
Characterization of AgNPs. **a** Typical TEM images of AgNPs in water. **b** Typical TEM images of AgNPs in cell culture medium. The *size bar* at the *bottom left corner* of the images represents 20 nm. **c** Comparison of hydrodynamic size distribution of AgNPs in water and in cell culture medium. **d** Monitoring of AgNP stability by UV–vis spectra over 24 h incubation in cell culture medium

To determine the amount of Ag^+^ released from AgNPs, AgNPs were soaked in the medium at various concentrations (1.0, 2.0, 5.0 and 10.0 µg/ml) at 37 °C. After 24 h, AgNPs were removed from the medium by ultracentrifugation, and Ag^+^ in the supernatant was measured by ICP-MS (Additional file 1: Figure S1). At 5.0 µg/ml, the initial silver ion (Ag^+^) fraction of the AgNP solution was 1.82% (0.091 µg/ml) but increased to 21.46% (1.073 µg/ml) after 24 h incubation at 37 °C.

### Cytotoxicity of silver nanoparticles and silver ion on mouse embryonic stem cells

Differentiating mESCs, either in adherent culture or in EB culture, were exposed to varying concentrations of AgNPs or Ag^+^ for 24 h, and cell viability was measured by MTS assay (Fig. 2). In adherent culture, both Ag^+^ and AgNPs exhibited a significant concentration-dependent cytotoxicity at concentrations >1.0 μg/ml (Fig. 2a). However, Ag^+^ appeared much more potent than AgNPs, causing nearly complete cell death at as low as 5.0 μg/ml. In comparison, >40% cells survived after exposing to 50 μg/ml of AgNPs. Interestingly, low concentrations of Ag^+^ (up to 0.5 μg/ml) increased cell viability almost 20% relative to the unexposed control, suggesting accelerated mESC proliferation and/or differentiation. Similar stimulating effects were also observed for AgNPs, albeit the effects were not statistically significant.

**Fig. 2:**
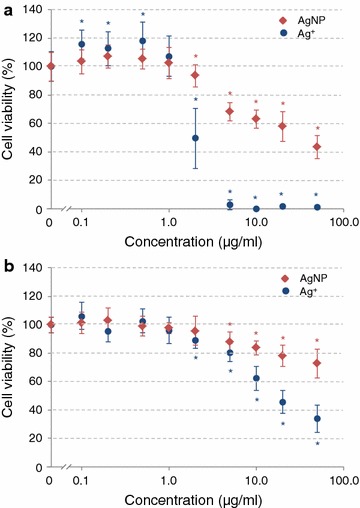
Dose response of AgNP and Ag^+^ exposure. Differentiating mESCs in adherent culture (**a**) or in EB state (**b**) were exposed to different concentrations of AgNPs and Ag^+^ for 24 h, and cell viability was measured by MTS assay. The data were normalized to the control (100%) and expressed as mean ± SD. *p < 0.05

In EB state, differentiating mESCs appeared more resistant to AgNP and Ag^+^ cytotoxicity. Ag^+^ did not cause significant cytotoxicity at concentrations <2.0 μg/ml, nor did AgNPs at concentrations <5.0 μg/ml. Concentration-dependent decrease of cell viability at higher concentrations was also less severe than in adherent culture for both AgNPs and Ag^+^. At 50 µg/ml, >70% cells remained alive after exposure to AgNPs, and ~35% cells survived Ag^+^ exposure.

The morphological changes of the differentiating EBs (Additional file 2: Figure S2) corroborated the dose–response data shown above. After the 3 day EB formation period and prior to exposure, the mESCs formed compact three-dimensional aggregates in spheroid shape, with a diameter of about 330–350 µm. During the following 24 h exposure period, the cells on the surface outgrew and formed a loose outer shell of 2–3 cells thick around the compact “core”. In control samples and those of lower concentration exposure, the outer shell was intact with a smooth contour. However, when AgNPs exceeded 5.0 µg/ml, cells on the outer shell started to fall off. At 10 µg/ml and above, almost all cells on the outer shell fell off, whereas the core of the EBs was largely intact. In the case of Ag^+^ exposure, cells stared to fall off the shell at 2.0 µg/ml. At 10 µg/ml and above, not only the outer shell completely disappeared, but the size of the core also decreased significantly.

The use of 5.0 μg/ml as the exposure concentration for AgNPs in the following microarray experiments was based on the cytotoxicity data described above. At this concentration, ~10% cell death (EC10) was observed for AgNPs in the EBs, as measured by MTS assay (Fig. 2b). Two concentrations of Ag^+^ were used for comparison: 1.0 and 5.0 μg/ml. The lower concentration (1.0 μg/ml) corresponds to the concentration of Ag^+^ released from 5.0 μg/ml AgNPs into medium after 24 h incubation. The higher concentration (5.0 μg/ml) matches the total silver mass. Cell death in EBs after 24 h incubation at these concentrations of Ag^+^ was 4 and 20%, respectively (Fig. 2b).

### Global gene expression profiling

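Expression was profiled in embryoid bodies (EBs), aggregates of C57BL/6 mouse embryonic stem cells in which differentiation begins once the factors that keep the cells pluripotent are withdrawn. EBs formed in hanging drops until day 3, and were then left unexposed as controls or kept for 24 h with citrate-coated AgNPs of 20 nm or with Ag+, each at 5.0 µg/ml. Each of these groups holds 3 arrays, 1 per biological replicate, and the 9 arrays carry 41345 probe sets each. The arrays of EBs kept at 1.0 µg/ml Ag+ were not analysed here. For the RNA labelled per array, the paper states 100 ng and the sample labels state 50 ng. The authors summarised each probe set by RMA, which subtracts background, normalizes the arrays by quantiles and takes a median polish, and the deposited values are on the log2 scale. They were used as deposited. The median of an array lay between 4.70 and 4.75 over all probe sets, and between 5.03 and 5.08 over the 25335 probe sets that the platform's annotation names. Correlations between arrays over the named probe sets were 0.994 to 0.996 within a group and 0.991 to 0.996 between groups, and 0 pairs of arrays were identical. The number of arrays limits the precision of every value.

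Groups were compared with limma in a single fit with 3 group means, which share an estimate of the spread, and each test was two-sided. A probe set counted as changed at a Benjamini-Hochberg adjusted p under 0.05 over the 25335 named probe sets, with no filter on signal. Counts at the paper's own thresholds for differentially expressed genes (DEGs), |FC| ≥ 1.5 and an unadjusted p under 0.05, were taken from the same fit. In addition, 44 lists of genes for stress responses, germ layers and lineages, signalling pathways and metabolism were fixed before the expression values were examined, though after the paper's DEG tables had been read. They hold 698 entries, of which 643 were measured. Of these 643, 32 are in the paper's Table S1 (AgNP against control), 116 in Table S2 (Ag+ against control) and 62 in Table S3 (AgNP against Ag+), which come from these same arrays, so the list tests are not fully independent of the data. In Table S2 are 13 of 19 genes of paraxial mesoderm, 13 of 18 of BMP signalling, 9 of 19 of cardiac and lateral mesoderm and 9 of 21 of visceral endoderm. The lists were tested with camera of limma at a preset inter-gene correlation of 0.01. Values given for a list are the median log2 fold change of its measured genes, its test's adjusted p over 132 tests, and the number of its genes that changed.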

Cells in differentiating EBs were exposed for 24 h to 5.0 µg/ml of AgNPs, or to 1.0 or 5.0 µg/ml Ag^+^ ions (Fig. 3a), and global gene expression changes were profiled using Affymetrix Mouse Gene 2.0 ST Array. 

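Silver placed the EBs in the order control, AgNP, Ag+ along the main axis of variation. Foxc2, a transcription factor of early paraxial mesoderm, followed this order, with a level of 6.36 ± 0.18 (SD, n = 3) in controls, 7.24 ± 0.31 with AgNPs and 8.40 ± 0.23 with Ag+ on the log2 scale. Hand1, a transcription factor of lateral and extraembryonic mesoderm, went the opposite way, from 8.22 ± 0.44 (SD, n = 3) through 7.24 ± 0.42 to 5.99 ± 0.091. Over the 25335 named probe sets, the first principal component held 29.8% of the variance. Scores on it were 14.5 ± 5.32 (SD, n = 3) in controls, 1.83 ± 3.36 with AgNPs and -16.3 ± 4.92 with Ag+, and the ranges of the groups did not overlap. The second component, with 17.3% of the variance, did not part the groups. Its ends were control replicate 3, at -20.6, and AgNP replicate 1, at 19.9, while the other 7 arrays scored between -3.68 and 5.74. With only the 16510 probe sets of the highest group mean, the number the paper's filter kept, the first component held 38.2% of the variance.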

Principal component analysis (PCA) of the microarray data showed that the biological triplicates of each treatment group (control, AgNP, and Ag^+^) clustered roughly together and separated from one another except for the replicates of 1.0 µg/ml Ag^+^ (Fig. 3b). Two of the replicates fell in the same area with the controls, but the remaining one fell close to the 5.0 µg/ml Ag^+^ samples, far away from the other two. Due to the divergence between the replicates of the 1.0 µg/ml Ag^+^ treatment group, they were excluded from further analysis. For the remainder of this report, treatment with 5.0 µg/ml Ag^+^ will be simply referred to as treatment with Ag^+^. 

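Hspa1b, a heat shock protein gene, was higher on each of the 3 AgNP arrays than on the other 6, with a level of 8.56 ± 0.49 (SD, n = 3). Cubn, which encodes the endocytic receptor cubilin, was lower on each Ag+ array than on any other array, at 5.81 ± 0.45 (SD, n = 3) against 9.16 ± 0.24 in controls and 8.92 ± 0.30 with AgNPs. Genes of these kinds are among the 480 probe sets that passed the paper's thresholds in at least 1 of the 3 comparisons. Ward clustering of the 9 arrays on these 480 probe sets gave 3 clusters, 1 for each treatment group, but the probe sets had been picked because the groups differ in them. The 16510 probe sets with the highest mean over all 9 arrays, a choice made without the group labels, gave the same 3 clusters, as did the 16510 with the highest group mean. Over all 25335 named probe sets, the Ag+ arrays formed 1 cluster, while control replicate 3 joined AgNP replicates 2 and 3, and AgNP replicate 1 joined control replicates 1 and 2.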

Hierarchical clustering analysis (HCA) clustered the rest of the triplicates into respective treatment groups (Fig. 3c). In addition, the HCA indicated that the gene expression pattern of the samples treated with AgNPs was more related to that of the controls than to that of the Ag^+^-treated samples.

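Tbx20, a transcription factor of heart development, stood between the controls and the Ag+-treated EBs in AgNP-treated EBs, with a level of 8.21 ± 0.32 (SD, n = 3) in controls, 6.95 ± 0.26 with AgNPs and 5.63 ± 0.092 with Ag+. Tcf15, a transcription factor of somite formation, stood at 5.00 ± 0.13 (SD, n = 3), 5.28 ± 0.15 and 6.89 ± 0.49 in the same order, where AgNPs did not pass the test against controls (log2 fold change of 0.27 (adjusted p = 0.73)). In each Ward tree described above, the AgNP arrays joined control arrays before any Ag+ array. The mean Euclidean distance over the 25335 named probe sets was 35.5 ± 2.79 (SD over 9 pairs of arrays) between AgNP and control arrays and 35.3 ± 3.35 between AgNP and Ag+ arrays, a ratio of 1.01, with an SD of 0.025 over the 3 AgNP arrays. Between group means, the distance was 23.3 from AgNP to control and 24.7 from AgNP to Ag+. Over the 16510 probe sets of the highest group mean, these were 18.5 and 21.0. Over the 16510 probe sets of the highest group mean the ratio of the pairs was 0.981, with an SD of 0.042 over the 3 AgNP arrays. The pairs of Ag+ and control arrays were farther apart, at 40.9 ± 2.86. Distances within the groups averaged 33.6 ± 3.65 (SD over 3 pairs) for controls, 32.2 ± 2.79 for AgNPs and 30.2 ± 0.649 for Ag+. Over the 480 DEGs alone, the AgNP arrays were nearer to controls, at 12.8 ± 1.05 against 15.9 ± 2.13 to Ag+ arrays, a ratio of 0.806. These probe sets were picked for differences between the groups on these arrays. More of them came from AgNP against Ag+ (192) than from AgNP against control (115), which by itself favours nearness to controls.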

**Fig. 3:**
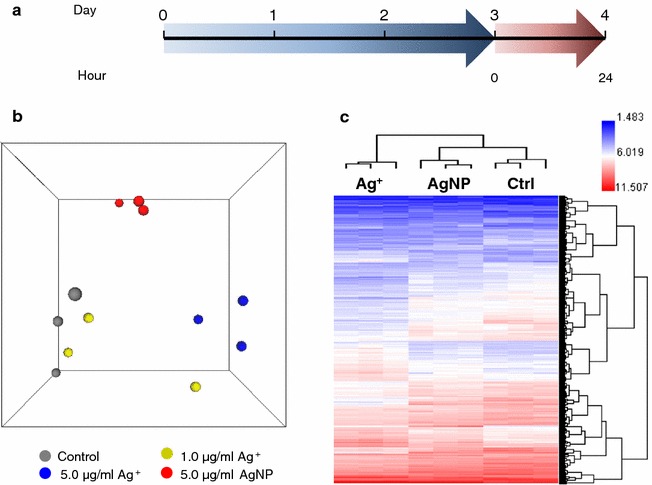
Global gene expression responses of AgNPs and Ag^+^ in differentiating mESCs. **a** Schematic representation of the experimental procedure. The *slate blue arrow* covers the embryoid body (EB) formation stage. Hanging drops were set up on day 0 and EBs formed on day 3. ESC differentiation started from day 3 onwards. AgNP or Ag^+^ exposure is shown by the *maroon arrow*, which lasted for 24 h (from day 3 to day 4). **b** Principal component analysis (PCA) using 16,510 filtered genes to cluster samples based on their similarities or dissimilarities. The three axes represent the first three principal components identified by the analysis. **c** Hierarchical cluster analysis using 459 unique DEGs to cluster samples based on their similarities or dissimilarities. The clustering was performed through Ward’s minimum variance linkage on normalized expression data which are in log2 scale and color coded as shown in the scheme at the *top right corner*. The *tree* on the *right of the image* shows clusters of genes (names not shown), while the *tree* on the *top of the image* shows clusters of samples. Samples labeled as Ag^+^ were treated with 5.0 µg/ml of Ag^+^. Those treated with 1.0 µg/ml Ag^+^ were omitted from the analysis

The number of differentially expressed genes (DEGs) was considerably lower in cells exposed to AgNPs than in cells exposed to Ag^+^ (Table 2). 

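With AgNPs, 9 probe sets rose and 13 fell at an adjusted p under 0.05, against 206 that rose and 373 that fell with Ag+. The genes that rose with AgNPs were the heat shock protein genes Hspa1a and Hspa1b, the metallothionein genes Mt1 and Mt2, Nppb (natriuretic peptide B), the Notch ligand gene Dll1, the transcription factor gene Foxb1, the growth factor gene Fgf14 and the predicted gene Gm13080, whose signal is near background. Nppb rose from 4.54 ± 0.083 to 5.80 ± 0.21 (SD, n = 3), a log2 fold change of 1.25 (standard error 0.11, adjusted p = 0.0072). Among the genes that fell were Tbx20, Prdm6, which acts in smooth muscle and heart, Smad6, an inhibitor of BMP signalling, Capn6, Pdlim3, Stk32a, and the selenoprotein genes Gpx1 and Selenow. Tbx20 fell by 1.26 on the log2 scale (standard error 0.17, adjusted p = 0.040) and Gpx1, a glutathione peroxidase gene, by 0.50 (standard error 0.056, adjusted p = 0.024). All 22 probe sets separated the 3 AgNP arrays from the 3 controls, as 10.9% of all named probe sets did, where chance gives 10%. Of the 22 calls, 3 (Hspa1a, Hspa1b and Mt2) stayed whichever of the 9 arrays was left out: the count was 36 without control replicate 1, and 3 to 12 without any other array. The excess of falls depended on the arrays and probe sets used. Without control replicate 1, 8 rose and 28 fell, without any other array 3 to 6 rose and 0 to 6 fell, and with all 41345 probe sets in the fit 4 rose and 0 fell. The excess stayed over the 16510 probe sets of the highest group mean (10 and 19) and with a mean signal of at least 5 (14 and 28). It also stayed with array weights (12 and 20) and with the replicate number as a block (9 and 11). Nppb was lost without control replicates 2 or 3 or AgNP replicate 2, at 1.21 to 1.24, Tbx20 without control replicates 2 or 3, any AgNP replicate or any Ag+ replicate, at -1.40 to -1.13, and Gpx1 without control replicates 2 or 3, any AgNP replicate or Ag+ replicates 1 or 3, at -0.52 to -0.48. For Ag+ the 579 fell to 282 without control replicate 2 and to 305 or 322 without Ag+ replicates 2 or 3, and 240 stayed called whichever array was left out. When limma was given the AgNP and control arrays alone, it called 0 probe sets, with 1833 at an unadjusted p under 0.05, while Ag+ and control arrays alone gave 320.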

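Beyond the genes named above, several regulators of early mesoderm passed |FC| ≥ 1.5 and an unadjusted p under 0.05 with AgNPs without passing the adjusted test. Among them were Foxc2, with a log2 fold change of 0.88 (adjusted p = 0.16), Aldh1a2, which encodes the main retinoic acid synthesising enzyme of the early embryo, with 1.21 (adjusted p = 0.33), and the BMP ligand gene Bmp4, with -0.98 (adjusted p = 0.32). Kdr, the gene of a VEGF receptor, had -0.79 (adjusted p = 0.20). At these thresholds limma gave 115 DEGs with AgNPs and 424 with Ag+. Of these, 20 with AgNPs and 300 with Ag+ also changed at an adjusted p under 0.05. The mean signal over the 9 arrays was under 5, near the median of all named probe sets, for 43 of the 115 and 76 of the 424. With only the probe sets of a mean of at least 5 in the fit, limma gave 72 DEGs with AgNPs and 349 with Ag+.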

Using a fold change (FC) cutoff value of |FC| ≥ 1.5 and *p* < 0.05, 101 DEGs were identified in AgNP-treated cells (Additional file 3: Table S1), and 400 DEGs in Ag^+^-treated cells (Additional file 4: Table S2). Among these genes, only 17 and 133 had |FC| ≥ 2.0 for AgNP- and Ag^+^-treated cells respectively, indicating that in both cases the majority of the DEGs had a |FC| between 1.5 and 2.0. 

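With Ag+ the largest fall was that of Cubn, by 3.35 on the log2 scale (standard error 0.23, adjusted p = 2.1e-04). The transcription factor genes Tbx20, Tbx3, Hand1 and Msx2 came next, with log2 fold changes of -2.59, -2.34, -2.23 and -2.16. They were followed by Lrp2, the gene of cubilin's partner receptor, which fell by 2.07 (adjusted p = 0.0076), Apob, which encodes apolipoprotein B, by 2.05 (adjusted p = 2.9e-04), Npl, which acts in sialic acid breakdown, by 2.02 (adjusted p = 5.1e-04), and Hand2, at -2.02. The largest rises were in Aldh1a2, at 2.23 (standard error 0.31, adjusted p = 0.0060), Foxc2, at 2.04 (standard error 0.17, adjusted p = 4.5e-04), and the protein phosphatase inhibitor gene Ppp1r1a, at 1.91 (standard error 0.14, adjusted p = 2.9e-04). In all, 122 of the 424 DEGs with Ag+ (28.8%) had |FC| ≥ 2, of which 36 were higher and 86 lower. With AgNPs these were 15 of 115 (13.0%), 6 higher and 9 lower, led by Hspa1b and Hspa1a. The AgNP number was 29 (8 higher and 21 lower) without control replicate 1, 22 (5 and 17) without AgNP replicate 3, 14 to 20 without any other array and 70 (19 and 51) over all probe sets.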

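Genes of the paraxial mesoderm and node stand among those that rose with silver, and genes of BMP signalling and lateral mesoderm among those that fell. Dll1 and the Notch modifier gene Lfng rose with Ag+ by 1.51 (adjusted p = 2.8e-04) and 0.80 (adjusted p = 2.1e-04) on the log2 scale, and Chrd, the gene of a BMP antagonist made by the node, by 1.02 (adjusted p = 2.1e-04). Smad7 and Smad6, inhibitors within the BMP and TGF-β pathways, fell with Ag+ by 1.46 (adjusted p = 3.0e-04) and 1.25 (adjusted p = 4.9e-04). At |FC| ≥ 1.5 and an unadjusted p under 0.05, 45 probe sets were higher and 70 lower with AgNPs, and 145 were higher and 279 lower with Ag+. Without 1 array, 43 to 81 were higher and 68 to 97 lower with AgNPs, with 81 and 88 without AgNP replicate 2, and 128 to 181 were higher and 250 to 311 lower with Ag+. With a mean of at least 5 the numbers were 21 and 51, and 118 and 231. The balance depends on how the arrays are scaled as well. With each array centred on the median of its probe sets with a mean of at least 5, the numbers were 58 and 59 with AgNPs and 172 and 240 with Ag+, and those at an adjusted p under 0.05 were 8 and 4 with AgNPs and 270 and 292 with Ag+.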

For both AgNP- and Ag^+^-treated cells, the number of upregulated genes was smaller than that of downregulated genes. However, when directly comparing AgNP-treated cells to Ag^+^-treated cells, the number of upregulated genes was higher than that of downregulated genes. 

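Against Ag+, AgNP-treated EBs had higher levels of genes of the visceral endoderm, the epithelium that covers the early embryo, and of lysosomal enzymes. Of 21 measured visceral endoderm genes, 8 were higher with AgNPs and 0 lower (11 and 2 when adjusted over the list alone), with a median log2 difference of 0.23 (adjusted p = 1.3e-12). This call held when the correlation between genes was estimated (adjusted p = 0.015 with an estimated correlation). Members outside the paper's Table S3, which comes from these arrays, had a median difference of 0.05. Apob differed by 1.90 (adjusted p = 0.0018) and Amn, which encodes cubilin's partner amnionless, by 0.77 (adjusted p = 0.012), the latter call being lost without Ag+ replicate 2, at 0.81. Of 18 lysosome genes, 6 were higher and 0 lower (13 and 0 when adjusted over the list alone), with a median of 0.28 (adjusted p = 5.1e-20, and adjusted p = 0.017 with an estimated correlation). They include the protease genes Lgmn, at 1.23 (adjusted p = 0.0023), Ctsh, at 1.71 (adjusted p = 0.0030), and Ctsl, at 0.62 (adjusted p = 0.0061). Over all named probe sets, 130 DEGs were higher and 62 lower with AgNPs than with Ag+, and at an adjusted p under 0.05 the numbers were 92 and 37.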

There were 173 DEGs identified between AgNP-treated and Ag^+^-treated cells (Additional file 5: Table S3).

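Cubn differed most between the treatments, with a level higher by 3.11 (standard error 0.23, adjusted p = 0.0015) on the log2 scale with AgNPs than with Ag+. It was followed among the higher genes by Hspa1b and Hspa1a, Npl, at 1.98 (adjusted p = 0.0021), Lrp2, at 1.97 (adjusted p = 0.034), and the protease gene Dpp4, at 1.95 (adjusted p = 8.0e-04). The endocytic adaptor gene Dab2 was higher by 1.56 (adjusted p = 3.9e-04). Among the genes lower with AgNPs than with Ag+ were Tcf15, at -1.62 (adjusted p = 0.013), Ppp1r1a, at -1.30 (adjusted p = 0.0059), and Igfbp5, which encodes a binding protein of insulin-like growth factors, at -1.19 (adjusted p = 0.011). Lrp2 was not called without control replicate 2, any AgNP replicate or Ag+ replicates 2 or 3, at 1.74 to 2.13, nor Tcf15 without AgNP replicates 1 or 2 or Ag+ replicate 2, at -1.61 to -1.57, nor Igfbp5 without AgNP replicates 1 or 3, at -1.19 and -1.15. In total 192 probe sets passed the paper's thresholds, 41 of them with |FC| ≥ 2 (66 without Ag+ replicate 1, 36 to 50 without any other array and 85 over all probe sets), and 129 differed at an adjusted p under 0.05. All 129 separated the 3 AgNP arrays from the 3 Ag+ arrays, as 12.3% of all named probe sets did, where chance gives 10%. Of the 129, 32 stayed called whichever of the 9 arrays was left out. Without Ag+ replicates 2 or 3 the count was 37 or 43, without AgNP replicates 1, 2 or 3 it was 50, 44 or 45, without control replicate 2 it was 53, and with the AgNP and Ag+ arrays alone it was 43.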

**Table 2:** Number of differentially expressed genes (|FC| ≥ 1.5, *p* < 0.05)

	All	Upregulated	Downregulated
AgNP vs Ctrl	101 (17)^a^	43 (6)	58 (11)
Ag^+^ vs Ctrl	400 (133)	137 (41)	263 (92)
AgNP vs Ag^+^	173 (39)	116 (32)	57 (7)

^a^Values in the parentheses indicate the number of genes that had |FC| ≥ 2.0

The overlapping of DEGs between different treatment groups is plotted in the Venn diagrams shown in Fig. 4. 

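Foxc1, Pcdh19 and Fgf14 are among the genes higher with both forms of silver at |FC| ≥ 1.5 and an unadjusted p under 0.05. Foxc1, a paralog of Foxc2, had a log2 fold change of 0.72 (adjusted p = 0.30) with AgNPs and 1.54 (adjusted p = 0.0021) with Ag+. Pcdh19, the gene of a protocadherin, had 0.82 (adjusted p = 0.26) and 1.48 (adjusted p = 0.0036), and Fgf14 had 0.68 (adjusted p = 0.040), a call lost without any 1 of the 9 arrays, at 0.60 to 0.73, and 1.51 (adjusted p = 2.1e-04). Of 45 probe sets higher with AgNPs and 145 higher with Ag+, 20 were shared, which is 44.4% of the former and 13.8% of the latter. Independent sets of these sizes would share 0.258 on average. Both comparisons use the same 3 controls, and 100 simulations of unchanged groups with shared controls gave 2.35 shared probe sets on average and 6 at most, in sets averaging 14.9 and 15.2. Sets of the real sizes, taken by the smallest p in these simulations, shared 12.85 on average and 20 at most, as many as in the data. They were ranked by p alone, without the fold threshold of the real sets, so the sets were not built alike. Each probe set was simulated independently, while real ones can vary together between arrays, so the simulated ranges can be too narrow. To free the overlap of the shared controls, these were divided so that 1 array served one comparison and 2 the other, in each of the 6 possible ways, an analysis chosen after the values were seen. The divisions gave 13 to 21 shared probe sets, where independent sets of the sizes found would share 0.448 to 1.05. The AgNP sets were larger here, with fewer controls per comparison, so the share was smaller. It was 18 of 59 with AgNPs against control replicates 2 and 3, and 21 of 186 against control replicate 3. Without control replicate 1, 33 probe sets were shared.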

Between the 43 genes upregulated by AgNP treatment and the 137 genes upregulated by Ag^+^ treatment, only 18 genes (17 plus 1) were shared by both groups. Likewise, for the downregulated genes, 58 for AgNP-treated group and 263 for Ag^+^-treated group, only 48 genes were common to both groups. These results suggest that there were substantial differences in the responses of cells to AgNPs and to Ag^+^ albeit some similarities exit.

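With the controls common to both comparisons, most of the genes that were lower with AgNPs were also lower with Ag+. Among them were Hand2, a transcription factor of the heart and limb, with a log2 fold change of -1.18 (adjusted p = 0.051) with AgNPs and -2.02 (adjusted p = 4.5e-04) with Ag+, the muscle gene Pdlim3, with -1.07 (adjusted p = 0.031) and -1.75 (adjusted p = 2.6e-04), and Selenow, with -0.77 (adjusted p = 0.040) and -1.20 (adjusted p = 5.1e-04). With AgNPs, Pdlim3 was not called without control replicates 2 or 3, any AgNP replicate or Ag+ replicates 1 or 3, at -1.12 to -0.96, nor Selenow without control replicates 1 or 2, any AgNP replicate or any Ag+ replicate, at -0.80 to -0.71, while Hand2 was called without control replicate 1, at -1.38. Nrp1, which encodes a coreceptor of VEGF and semaphorins, had -0.89 (adjusted p = 0.12) and -1.37 (adjusted p = 0.0018). Shared probe sets numbered 61, which is 87.1% of the 70 lower with AgNPs and 21.9% of the 279 lower with Ag+. Independence would give 0.771, and the simulations of unchanged groups with shared controls gave 2.06 on average and 7 at most, in sets averaging 14.5 and 14.1, and 23.52 on average and 35 at most in sets of the real sizes. The limits of the simulations given for the higher genes hold here too. With the controls divided between the comparisons as described for the genes that were higher, 49 to 67 were shared, where independence gives 0.864 to 2.30. The share of the AgNP falls then varied, with fewer controls per comparison. It was 51 of 71 with AgNPs against control replicates 1 and 3, but 56 of 187 against control replicate 3.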

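Genes that changed with Ag+ mostly had a fold change of the same sign with AgNPs. Of the 579 probe sets that changed with Ag+, these were 548, but the common controls favour equal signs. With the controls divided between the comparisons in the 6 ways described above, 126 to 504 probe sets changed with Ag+, of which 71.4% to 92.9% had the same sign with AgNPs, where independent noise gives 50% on average. The divisions reuse the same arrays and are not independent of each other. Over all named probe sets, without selection, the SD of the log2 fold changes was 0.146 with AgNPs and 0.198 with Ag+. Bmp2, a BMP ligand gene, is an example, with a log2 fold change of -0.44 (adjusted p = 0.11) with AgNPs and -0.76 (adjusted p = 8.8e-04) with Ag+. In contrast, Hspa1b and Nppb rose with AgNPs but had values of 0.44 (adjusted p = 0.39) and 0.13 (adjusted p = 0.64) with Ag+, and Lrp2 fell with Ag+ but had -0.10 (adjusted p = 0.94) with AgNPs. For these 3 genes the difference between the treatments passed the test itself, with an adjusted p of 0.0019, 0.0036 and 0.034, although the call of Lrp2 was lost without some of the arrays. All 18 probe sets called in both comparisons had the same sign, and 0 DEGs had opposite signs at the paper's thresholds in limma, against 0 to 2 with the controls divided. The log2 fold changes correlated across the 25335 named probe sets, which are not independent replicates, with Pearson's r of 0.632 and Spearman's rho of 0.609. Simulated unchanged groups that share the controls gave r from 0.478 to 0.516, and a covariance of 0.00710 at most against 0.0183 in the data. As the simulation leaves out that probe sets can vary together between arrays, these ranges can be too narrow and do not exclude chance. With the controls divided, r was 0.159 to 0.362. From the partial overlaps, the paper proposes that the responses to AgNPs and Ag+ differ substantially while sharing some features.

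**Figure D1:**
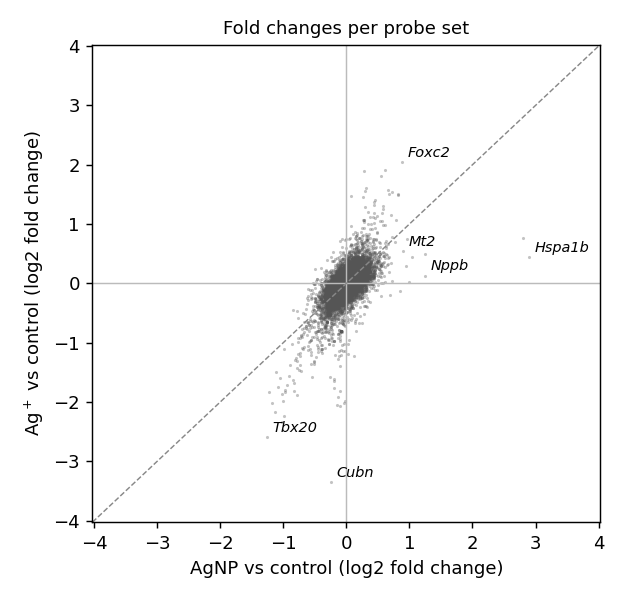
Log2 fold change of each named probe set with AgNPs (horizontal axis) and with Ag+ (vertical axis), each against the same 3 control arrays. Hspa1b lies at 2.90 and 0.44, and Cubn at -0.24 and -3.35.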

**Fig. 4:**
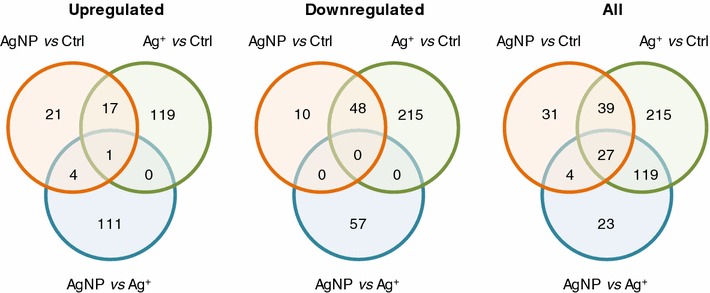
Venn Diagrams of upregulated, downregulated or all DEGS after exposure to AgNPs or Ag^+^ in comparison to the control, or compared with each other

### Functional annotation of differentially expressed genes

To unravel the cellular functions affected by exposure to AgNPs and to Ag^+^, the DEGs were subjected to functional annotation using DAVID to find overrepresentations of gene ontology (GO) terms in the biological process (BP) category. 

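With AgNPs, genes of paraxial mesoderm lay mostly above control levels, and genes of lateral mesoderm and BMP signalling mostly below. Of 19 paraxial mesoderm genes, which act in the tissue that forms somites, 1 rose and 0 fell (10 and 0 when adjusted over the list alone). Their median log2 fold change was 0.43 (adjusted p = 1.1e-12, but adjusted p = 0.10 with an estimated correlation). Dll1 rose by 0.82 (adjusted p = 0.040), and Tbx6, which specifies paraxial mesoderm, had 0.61 (adjusted p = 0.080). Of 19 genes of cardiac and lateral mesoderm, 1 rose and 2 fell (1 and 8 when adjusted over the list alone), with a median of -0.24 (adjusted p = 5.2e-06, but adjusted p = 0.16 with an estimated correlation). Prdm6 fell by 0.83 (adjusted p = 0.040), and Nppb is the gene that rose. Of 18 genes of BMP signalling, 0 rose and 1, Smad6, fell by 0.79 (adjusted p = 0.040), or 1 and 9 when adjusted over the list alone. The BMP median was -0.34 (adjusted p = 8.8e-08, but adjusted p = 0.17 with an estimated correlation), with -0.74 (adjusted p = 0.075) for Smad7, which passed without Ag+ replicate 2, at -0.74. Dll1, Prdm6 and Smad6 each failed to pass without control replicates 2 or 3, any AgNP replicate or any Ag+ replicate, at 0.74 to 0.87 for Dll1, -0.90 to -0.74 for Prdm6 and -0.87 to -0.72 for Smad6. Of 9 genes of VEGF ligands and receptors 0 passed the test in limma, 4 had an unadjusted p under 0.05 and 4 were lower when adjusted over the list alone. The VEGF median was -0.33 (adjusted p = 6.9e-05, but adjusted p = 0.058 with an estimated correlation). Among members outside the paper's Table S1, the AgNP medians were 0.245 for paraxial mesoderm, -0.09 for cardiac and lateral mesoderm, -0.20 for BMP and -0.20 for VEGF. Leaving out the genes of the table also favours smaller medians. In all, 13 of the 44 lists differed from controls, 7 upward and 6 downward, and 0 of them with an estimated correlation in camera.

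**Figure D2:**
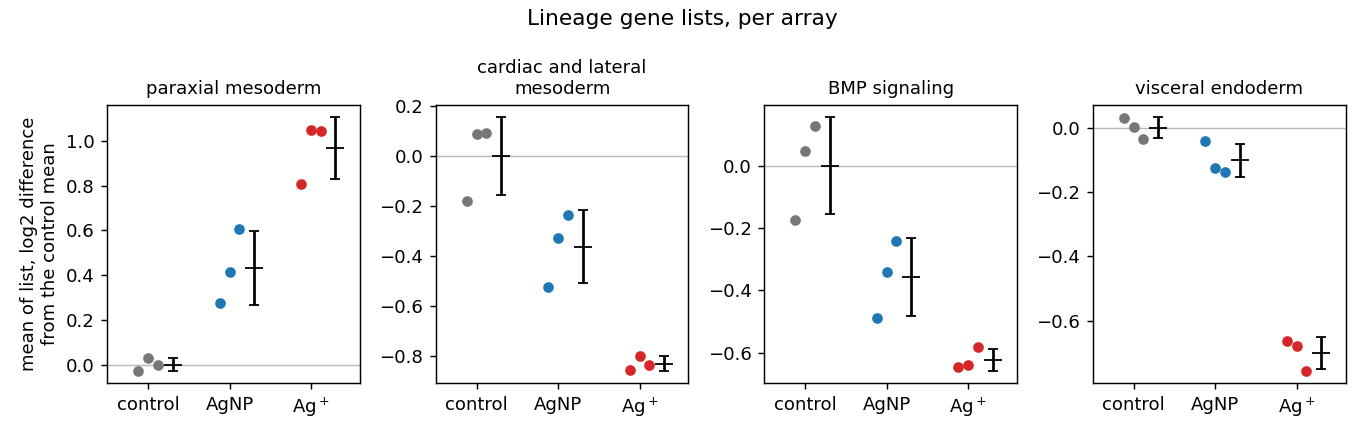
Mean of each gene list on each array as a log2 difference from the control mean, for paraxial mesoderm, cardiac and lateral mesoderm, BMP signalling and visceral endoderm, with bars for the group mean and SD (n = 3). The paraxial mesoderm means range from 0.27 to 0.60 on the AgNP arrays and from 0.81 to 1.05 on the Ag+ arrays.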

The 101 genes regulated by AgNPs resulted in 120 GO terms (Additional file 6: Table S4). Using the CateGOrizer tool, these GO terms were grouped into 17 classes within the pre-defined set of parent/ancestor GO terms (Fig. 5). 

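Ag+ raised genes of paraxial mesoderm, node and Notch signalling and lowered genes of lateral mesoderm, BMP signalling and extraembryonic endoderm. Of 19 paraxial mesoderm genes 14 rose and 0 fell, over all genes and when adjusted over the list alone alike, with a median log2 fold change of 0.80 (adjusted p = 3.3e-22, but adjusted p = 0.057 with an estimated correlation). Tbx6 rose by 0.99 (adjusted p = 7.9e-04). Of 17 Notch genes 6 rose (8 when adjusted over the list alone), with a median of 0.22 (adjusted p = 3.8e-07, and adjusted p = 0.035 with an estimated correlation), among them the receptor gene Notch1, by 0.83 (adjusted p = 0.0018). In the node and notochord list 4 of 9 rose (6 when adjusted over the list alone), with a median of 0.72 (adjusted p = 4.8e-09, but adjusted p = 0.063 with an estimated correlation), and Noto, a homeobox gene of the node, rose by 1.25 (adjusted p = 0.0040). Of 19 cardiac and lateral mesoderm genes 9 fell (10 when adjusted over the list alone), with a median of -0.34 (adjusted p = 1.3e-08, but adjusted p = 0.11 with an estimated correlation), among them Prdm6, by 1.68. Of 18 BMP genes 1 rose and 10 fell (3 and 13 when adjusted over the list alone), with a median of -0.68 (adjusted p = 5.5e-08, but adjusted p = 0.17 with an estimated correlation). Among members outside the paper's Table S2, the medians were 0.15 for BMP, -0.01 for cardiac and lateral mesoderm, 0.14 for paraxial mesoderm and 0.22 for node and notochord. The shifts of these lists thus rest largely on genes that these arrays had already shown, though leaving those out also favours smaller medians. Bmper, a BMP-binding regulator gene, fell by 1.35 (adjusted p = 2.9e-04).

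Markers of the visceral endoderm, another cell layer of EBs, moved with these groups: 10 of 21 fell and 0 rose (12 and 2 when adjusted over the list alone), with a median of -0.30 (adjusted p = 1.5e-11, and adjusted p = 0.015 with an estimated correlation). Dab2 fell by 1.76 and Ttr, which encodes the thyroid hormone carrier transthyretin, by 1.14. Of 10 parietal endoderm genes 1 rose and 4 fell (1 and 7 when adjusted over the list alone), with a median of -0.40 (adjusted p = 1.7e-04, but adjusted p = 0.11 with an estimated correlation), and Sparc, which encodes a basement membrane protein, fell by 0.83 (adjusted p = 2.3e-04). Of 18 lysosome genes 6 fell (11 when adjusted over the list alone), with a median of -0.24 (adjusted p = 2.8e-12, and adjusted p = 0.037 with an estimated correlation). Among the 44 lists, 6 were higher and 10 lower than in controls, and 3 of these 16 (visceral endoderm, lysosome and Notch signalling) were called with an estimated correlation. That test does not correct for members already known from the paper's Table S2. Outside the table, the Ag+ medians were -0.10 for visceral endoderm, -0.18 for lysosome, -0.01 for Notch and -0.04 for parietal endoderm genes.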

The 400 genes regulated by Ag^+^ led to 322 GO terms (Additional file 7: Table S5), which were further grouped into 22 GO classes (Fig. 5). Despite the large differences in the numbers of DEGs between AgNPs and Ag^+^, the functional classes enriched in these DEGs were strikingly similar between the two treatments. Fourteen classes were shared by AgNPs and Ag^+^; on top of the list were *development*, *morphogenesis*, *metabolism*, *embryonic development*, and *cell differentiation*. 

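The gene lists called with both treatments were those of the mesoderm, the node, posterior Hox genes, BMP, Notch and VEGF signalling, imprinted genes and metallothioneins. Of the 44 lists, 9 differed from controls in the same direction with AgNPs and with Ag+, 0 in opposite directions, 4 with AgNPs alone and 7 with Ag+ alone, while 24 differed with neither. Common controls favour equal directions here as well. With the controls divided in the 6 ways described above, 7 to 9 lists were called with both treatments in the same direction and 0 to 3 in opposite directions. Since camera called 0 of the AgNP lists with an estimated correlation, these agreements in camera rest on its preset value. Fry, which does not compare a list with other genes, gave AgNP adjusted p of 0.49 for posterior Hox and 0.058 for cardiac and lateral mesoderm. Its AgNP adjusted p for the other shared lists ranged from 7.2e-04 (metallothioneins and Notch) to 0.043 (node). Fry uses the same common controls. In camera, 1 other split of the AgNP and control arrays gave 14 called lists against the 13 of the real groups. Hoxb1, an anterior Hox gene in the Hox list, had a log2 fold change of 0.56 (adjusted p = 0.29) with AgNPs and 1.04 (adjusted p = 0.0044) with Ag+. Slc38a4, an imprinted gene of an amino acid transporter, fell by 0.76 (adjusted p = 0.031) and 0.92 (adjusted p = 0.0012). Slc38a4 was not called with AgNPs without control replicates 2 or 3, any AgNP replicate or any Ag+ replicate, at -0.79 to -0.66. The AgNP call of the posterior Hox list, at a median of 0.13 (adjusted p = 0.022, but adjusted p = 0.61 with an estimated correlation), was lost without control replicates 1 or 2 or AgNP replicate 3, at -0.01, 0.12 and 0.02. Set against each other directly, the treatments differed in 18 lists, 13 higher and 5 lower with AgNPs than with Ag+. Paraxial mesoderm genes were lower with AgNPs, with a median difference of -0.42 (adjusted p = 1.4e-15, but adjusted p = 0.078 with an estimated correlation), and 4 of the 19 were lower themselves (12 when adjusted over the list alone). Cardiac and lateral mesoderm genes were higher, with a median of 0.35 (adjusted p = 8.8e-08, but adjusted p = 0.11 with an estimated correlation) and 4 of 19 higher themselves (11 when adjusted over the list alone). Notch genes were lower, with a median of -0.15 (adjusted p = 3.7e-06, and adjusted p = 0.037 with an estimated correlation) and 3 of 17 lower themselves (6 when adjusted over the list alone). Among members outside the paper's Table S3, the medians of these lists were -0.30, -0.06 and -0.13 in the same order. Leaving out the genes of the table also favours smaller medians.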

Some other classes were only regulated by Ag^+^ by not AgNPs, and vice versa. It is worthy to note that the class *response to stress* was enriched by AgNP treatment but not by Ag^+^.

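AgNPs raised a few members of the heat shock and metallothionein families. Of 22 heat shock genes 2 rose with AgNPs and 0 fell, over all genes and over the list alone alike. The list's median log2 fold change was 0.01 and its mean 0.28 (adjusted p = 0.045, but adjusted p = 0.58 with an estimated correlation), and the small heat shock protein gene Hspb1 had 0.28 (adjusted p = 0.47). The list was not called without control replicates 2 or 3, AgNP replicate 1 or Ag+ replicate 2, with medians of 0.02, 0.01, -0.02 and 0.01. With Ag+ the same list had a median of -0.08 (adjusted p = 0.073), and 2 genes fell, the cochaperone gene Bag3, by 0.43 (adjusted p = 0.011), and the collagen chaperone gene Serpinh1, by 0.33 (adjusted p = 0.037), with 1 higher and 2 lower when adjusted over the list alone. Bag3 was not called without control replicate 2, at -0.41, nor Serpinh1 without any 1 of the 9 arrays, at -0.37 to -0.30. The Ag+ list was called without control replicate 3 or Ag+ replicate 1, at a median of -0.10 each. The direct comparison put the list higher with AgNPs than with Ag+, with a median of 0.08 (adjusted p = 2.1e-07, but adjusted p = 0.12 with an estimated correlation) and 3 genes higher (6 when adjusted over the list alone), the 3 being Hspa1a, Hspa1b and Hspb1, the last of which was lost without any 1 of the 9 arrays, at 0.49 to 0.64. Of 4 metallothionein genes 2 rose with AgNPs, with a median of 0.36 (adjusted p = 2.3e-05, but adjusted p = 0.057 with an estimated correlation), and 1, Mt2, rose with Ag+, with a median of 0.17 (adjusted p = 0.016, but adjusted p = 0.13 with an estimated correlation), counts that were the same over the list alone. Without Ag+ replicate 1 the second of these lists was not called, at a median of 0.13. Mt3 and Mt4, which are expressed in brain and squamous epithelia, had 0.02 (adjusted p = 0.95) and 0.05 (adjusted p = 0.92) with AgNPs. Of 13 immediate early genes, which answer many acute stresses, 3 fell with Ag+ (4 when adjusted over the list alone), among them Klf6, by 0.73. Their median was -0.17 (adjusted p = 7.6e-04, but adjusted p = 0.079 with an estimated correlation).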

**Fig. 5:**
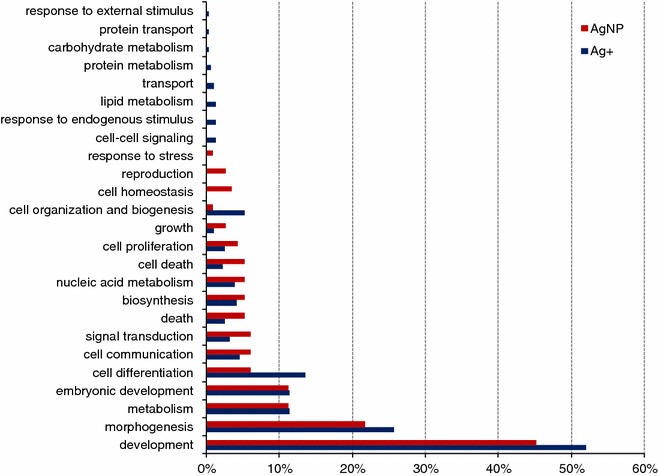
Distribution of enriched GO terms in various functional classes for the DEGs regulated by AgNPs or Ag^+^. The *vertical axis* lists all the classes generated by GO slim. The *horizontal axis* indicates the number of GO terms in each class as a percentage of the total number of unique GO terms enriched by the DEGs

Pathways impacted by AgNPs and by Ag^+^ were analyzed using IPA. Totally, 17 canonical pathways were affected by AgNPs and 27 by Ag^+^ (Table 3). These pathways were broadly classified into four major categories. In both cases, the majority of the pathways identified fell into two categories, embryonic development and metabolism. Nevertheless, three canonical pathways related to cancer were found for Ag^+^ but not for AgNPs. On the other hand, one pathway, *unfolded protein response*, was identified for AgNPs only.

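The genes that the paper's Table 3 lists under embryonic development include BMP signals and their inhibitors, genes of axon guidance, Notch genes and transcription factors. For Ag+ these are 67 measured genes, of which 27 were higher and 40 lower than in controls, and 57 passed an adjusted p under 0.05. Gata4, a transcription factor of heart and endoderm, fell by 1.03 (adjusted p = 5.1e-04), and Id1, a target of BMP signalling, by 1.03 (adjusted p = 0.0012). For AgNPs they are 14 measured genes, 6 higher and 8 lower, of which 5 passed, among them Pard6b, a cell polarity gene, which fell by 0.67 (adjusted p = 0.031) but did not pass without control replicates 2 or 3, AgNP replicates 2 or 3 or any Ag+ replicate, at -0.68 to -0.62. Under metabolism, 13 of 16 measured genes passed with Ag+, among them Glrx, the gene of glutaredoxin, at -1.14 (adjusted p = 0.0083), and Pcbd1, which acts in tyrosine synthesis, at -0.92 (adjusted p = 0.0014). With AgNPs, 0 of 4 passed in limma, and all 4 had an unadjusted p under 0.05, including Tdo2, which degrades tryptophan, at -0.62 (adjusted p = 0.065). Its mean signal is among the lowest 25% of named probe sets, near background, and it passed without control replicate 1, at -0.71. Over all categories, 17 of 18 AgNP genes and 77 of 81 Ag+ genes were measured, of which 17 and 70 passed the paper's thresholds. The study chose these genes on these same arrays, so the counts are not independent evidence of a direction.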

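The genes in the cancer pathways of Table 3 include components of BMP, Wnt, FGF, hedgehog and cAMP signalling, Notch1, Myc and Ccnd2. Of 19 measured genes, 6 rose with Ag+, 9 fell and 4 did not pass the adjusted test. Myc, a transcription factor of cell growth, fell by 1.11 on the log2 scale (standard error 0.14, adjusted p = 0.0031), and Bmp4 by 1.79 (standard error 0.25, adjusted p = 0.0059). Wnt3, which acts in primitive streak formation, fell by 0.84 (adjusted p = 0.0038), and Fgf3 by 0.95 (adjusted p = 8.5e-04). The rises included Adcy8, an adenylyl cyclase gene, at 1.06 (adjusted p = 0.0029), and Fzd2, a Wnt receptor gene, at 0.70 (adjusted p = 0.0050). Ccnd2, which encodes cyclin D2, had -0.63 (adjusted p = 0.079) and passed without control replicate 1, at -0.79, and Shh had 0.29 (adjusted p = 0.34). At the paper's thresholds 18 of the 19 passed. These genes were picked by the study from the same arrays.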

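The pair of genes that Table 3 lists for this pathway, Hspa1a and Hspa1b, encode cytosolic HSP70 chaperones. Genes of the endoplasmic reticulum's own unfolded protein response, which senses misfolded protein in that compartment, gave smaller values. Of 19 measured genes on a list of that response, 0 changed with AgNPs and 0 with Ag+ at an adjusted p under 0.05 in limma (1 and 3 at an unadjusted p under 0.05). Adjusted over the list alone, 1 rose with AgNPs, the stress-induced transcription factor gene Atf3, with a log2 fold change of 0.56 (adjusted p = 0.11) over all probe sets. The medians were -0.02 with AgNPs (adjusted p = 0.80) and -0.05 with Ag+ (adjusted p = 0.12). The list was called as lower with Ag+ without control replicate 3 or Ag+ replicate 1, at -0.10 and -0.06. Dnajc3, an ER chaperone gene, had -0.18 (adjusted p = 0.61) with AgNPs, and Sdf2l1 had 0.14 (adjusted p = 0.71). Between the treatments, Atf3 was higher with AgNPs than with Ag+ by 0.76 (adjusted p = 0.010), a call that was lost without AgNP replicate 2 or Ag+ replicate 2, at differences of 0.75 and 0.77. For the list as a whole, that comparison had a median of 0.02 (adjusted p = 0.051), and was called without AgNP replicates 1 or 3 or Ag+ replicate 1, at 0.02, 0.05 and 0.06.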

**Table 3:** List of pathways impacted by AgNPs or Ag^+^ and DEGs involved in the pathways

Ingenuity Canonical Pathways	AgNPs		Ag^+^	
	p value	Molecules	p value	Molecules
Embryonic development				
Transcriptional regulatory network in embryonic stem cells	0.0005	HAND1, L1CAM, FOXC1	0.0000	HAND1, GATA6, L1CAM, EOMES, SKIL, HOXB1, FOXC1, GATA4
Human embryonic stem cell pluripotency	0.0178	SMAD7, SMAD6, BMP5	0.0074	BMP4, WNT3, BMP2, SMAD7, SMAD6, BMP5, FZD2
Mouse embryonic stem cell pluripotency			0.0002	LIFR, MYC, ID1, ID2, BMP4, T, ID3, FZD2
Role of NANOG in mammalian embryonic stem cell pluripotency			0.0001	LIFR, BMP4, T, WNT3, BMP2, GATA6, BMP5, FZD2, GATA4
Embryonic stem cell differentiation into cardiac lineages			0.0115	T, GATA4
Factors promoting cardiogenesis in vertebrates			0.0045	BMP4, WNT3, BMP2, BMP5, FZD2, GATA4
Cardiomyocyte differentiation via BMP receptors	0.0022	SMAD6, BMP5	0.0000	BMP4, BMP2, SMAD6, BMP5, GATA4
Regulation of the epithelial–mesenchymal transition pathway	0.0407	FOXC2, FGF14, PARD6B	0.0003	ETS1, FOXC2, ID2, FGF10, WNT3, FGF14, PARD6B, FGF3, NOTCH1, FZD2, FGF19
Hepatic fibrosis/hepatic stellate cell activation			0.0010	IGFBP4, COL4A1, FLT1, KLF6, SMAD7, LAMA1, BAMBI, IGFBP5, COL4A2, KDR
Axonal guidance signaling			0.0000	SLIT3, SHH, PAPPA, BMP4, WNT3, BMP2, UNC5B, L1CAM, HHIP, SLIT2, ROBO3, BMP5, NTN1, EFNB2, PRKAR2B, GLIS1, TUBB4A, FZD2, PTCH2, NRP1, UNC5C
BMP signaling pathway	0.0034	SMAD7, SMAD6, BMP5	0.0003	BMP4, PRKAR2B, BMP2, SMAD7, SMAD6, BMP5, CHRD
ERK5 signaling			0.0209	MYC, RPS6KA6, SGK1, CREB3L4
FGF signaling			0.0141	FGF10, FGF14, CREB3L4, FGF3, FGF19
Netrin signaling			0.0040	PRKAR2B, UNC5B, NTN1, UNC5C
Notch signaling			0.0004	DLL1, LFNG, DLL3, HES7, NOTCH1
RAR activation	0.0427	ALDH1A2, SMAD7, SMAD6	0.0148	PRKAR2B, CYP26A1, BMP2, ALDH1A2, SMAD7, SMAD6, ADCY8, RBP1
Sonic Hedgehog signaling			0.0001	SHH, PRKAR2B, GLIS1, HHIP, PTCH2
TGF-β signaling	0.0490	SMAD7, SMAD6		
eNOS signaling	0.0191	Hspa1b, HSPA1A/HSPA1B, KDR	0.0007	PRKAR2B, FLT1, HSPA1A/HSPA1B, PRKAA2, AQP8, ADCY8, KDR, LPAR3, NOSTRIN
VEGF family ligand-receptor interactions	0.0389	KDR, NRP1		
Metabolism				
Choline biosynthesis III	0.0490	HMOX1		
Corticotropin releasing hormone signaling			0.0389	SHH, PRKAR2B, CREB3L4, ADCY8, PTCH2
FXR/RXR activation			0.0200	TTR, APOB, VTN, VLDLR, MTTP, FGF19
Heme degradation	0.0166	HMOX1		
Histamine degradation	0.0490	ALDH1A2		
NAD biosynthesis II (from tryptophan)	0.0490	TDO2		
Retinoate biosynthesis I			0.0174	BMP2, ALDH1A2, RBP1
Serotonin degradation	0.0145	UGT2B28, ALDH1A2		
Sulfate activation for sulfonation			0.0331	PAPSS2
Tryptophan degradation to 2-amino-3-carboxymuconate semialdehyde	0.0288	TDO2		
Tyrosine biosynthesis IV			0.0490	PCBD1
Vitamin-C transport			0.0251	SLC23A1, GLRX
Xenobiotic metabolism signaling	0.0178	UGT2B28, HMOX1, ALDH1A2, CES2		
Stress response				
Unfolded protein response	0.0209	Hspa1b, HSPA1A/HSPA1B		
Cancer				
Molecular mechanisms of cancer			0.0013	SHH, Naip1 (includes others), BMP4, WNT3, BMP2, SMAD7, SMAD6, BMP5, MYC, CCND2, PRKAR2B, ADCY8, FZD2, NOTCH1, PTCH2
Basal cell carcinoma signaling			0.0000	SHH, BMP4, WNT3, GLIS1, BMP2, HHIP, BMP5, FZD2, PTCH2
Bladder cancer signaling			0.0155	MYC, FGF10, FGF14, FGF3, FGF19

It was noted that for the common pathways shared by AgNPs and Ag^+^, there were always more genes involved in a particular pathway for Ag^+^ than for AgNPs, hence lower *p* values for the Ag^+^ pathways than their AgNP counterparts; and in almost all cases, the genes identified in AgNPs could be found in Ag^+^, suggesting more potent effect of Ag^+^ than AgNPs albeit of the same nature. This was also reflected by the pathway interaction networks shown in Fig. 6, where interactions among pathways impacted by Ag^+^ were much more intense that those by AgNPs.

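The pathways that Table 3 lists for both treatments include genes of BMP signalling, forkhead factors and the VEGF receptor gene Kdr, and most of the genes listed for AgNPs moved further with Ag+ than with AgNPs. Bmp5, a BMP ligand gene, had a log2 fold change of -0.77 (adjusted p = 0.14) with AgNPs and -0.98 (adjusted p = 0.0070) with Ag+. L1cam, which encodes a neural adhesion molecule, had -0.86 (adjusted p = 0.078) and -1.03 (adjusted p = 0.0040), and was called with AgNPs without control replicate 1, at -0.98. Table 3 has 7 such pathways, and in all 7 it lists fewer genes for AgNPs than for Ag+. In 6 of them every AgNP gene is also an Ag+ gene. Of the 13 measured AgNP genes in these pathways, 13 had the same sign with Ag+ and 11 a larger change, with a median absolute log2 fold change of 0.79 with AgNPs and 1.46 with Ag+. The difference between the treatments passed the test for 6 of the 13, with 4 changed more by Ag+ and 2, Hspa1a and Hspa1b, changed more by AgNPs. Kdr is among the 4, at 1.09 (adjusted p = 0.031) for AgNPs minus Ag+, though not without control replicates 1 or 2, AgNP replicates 2 or 3 or Ag+ replicates 2 or 3, at 0.92 to 1.16. Chosen on these arrays, with controls common to both comparisons, the genes are no independent test of the direction. From the gene numbers and p values of the common pathways, and as nearly all genes listed for AgNPs are listed for Ag+ too, the paper proposes that Ag+ is more potent than AgNPs with an effect of the same nature.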

**Fig. 6:**
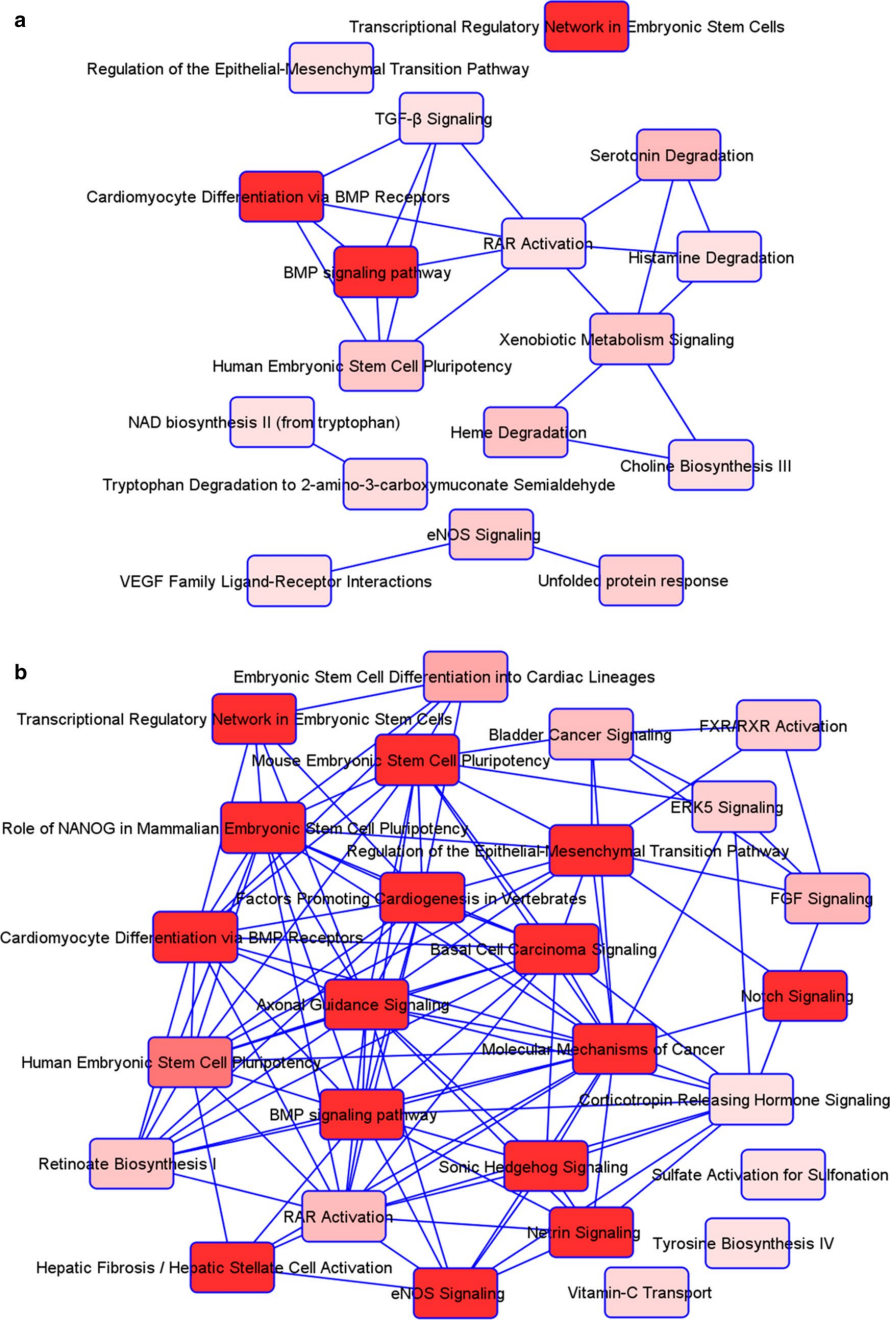
Pathway interaction networks for DEGs affected by **a** AgNPs and **b** Ag^+^. Each *rectangular box* represents a pathway affected by the DEGs with the name indicated. The *darkness* of the *red color* of each *box* represents the *p* value for enrichment of each pathway—the *darker the color*, the *lower* the *p* value. A *line* linking two *boxes* represents an interaction between two pathways. The length of the line is arbitrary

### Oxidative stress and apoptosis regulated by AgNPs

The *unfolded protein response* pathway identified for AgNPs (Table 3) prompted us to examine the expression of genes involved in oxidative stress, and several members of the heat shock protein and the metallothionein families were found significantly upregulated by AgNPs (Fig. 7). 

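Hspa1a and Hspa1b, which encode the inducible HSP70 chaperones, and Mt1 and Mt2, which encode metal-binding metallothioneins, rose with AgNPs. Hspa1a went from 5.59 ± 0.09 (SD, n = 3) in controls to 8.38 ± 0.46 with AgNPs on the log2 scale, which is 6.93-fold, with a log2 fold change of 2.79 (standard error 0.19, adjusted p = 0.0011). Hspa1b went from 5.66 ± 0.18 (SD, n = 3) to its AgNP level, which is 7.46-fold, or 2.90 (standard error 0.21, adjusted p = 0.0013). Mt1 rose 1.6-fold, from 8.45 ± 0.039 (SD, n = 3) to 9.13 ± 0.11, or 0.68 (standard error 0.074, adjusted p = 0.020). Mt2 rose 1.86-fold, from 10.64 ± 0.065 (SD, n = 3) to 11.54 ± 0.058, or 0.90 (standard error 0.059, adjusted p = 0.0011). A further probe set shared by Hspa1a and Hspa1b, shown in Fig. 7 as Gm20481, had a log2 fold change of 1.00 (standard error 0.23, adjusted p = 0.26). Each gene was higher on all 3 AgNP arrays than on all 3 controls. The call of Mt1 was lost without control replicates 2 or 3, any AgNP replicate or Ag+ replicate 1, at log2 fold changes of 0.62 to 0.72, and those of all 4 genes with the AgNP and control arrays alone. The study picked these genes from these arrays.

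**Figure D3:**
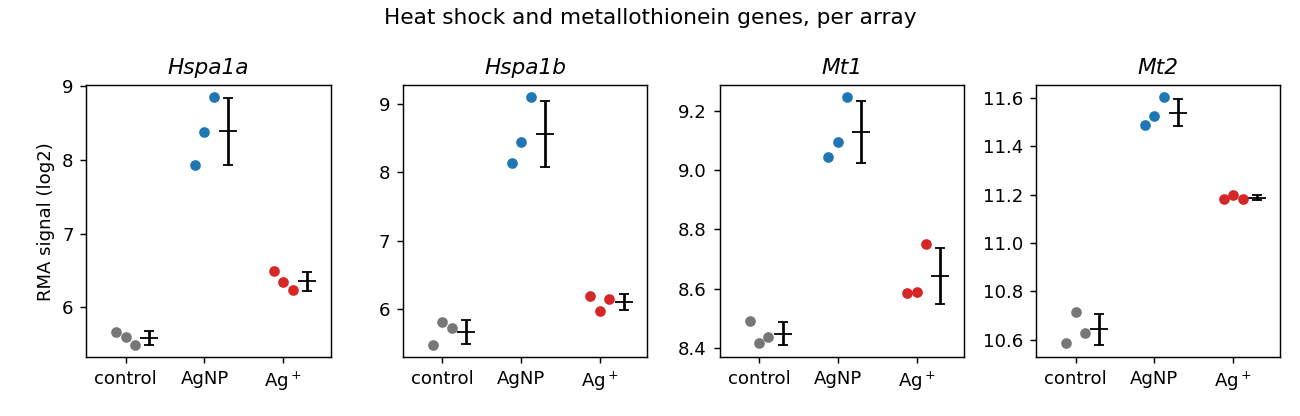
RMA signal (log2) of Hspa1a, Hspa1b, Mt1 and Mt2 on each array by treatment group, with the mean and SD of the 3 arrays. The AgNP arrays lie above the control and Ag+ arrays for each gene, with means of 8.38, 8.56, 9.13 and 11.54.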

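In Ag+-exposed cells, Mt2 rose to 11.19 ± 0.0099 (SD, n = 3), a 1.46-fold rise with a log2 fold change of 0.55 (standard error 0.059, adjusted p = 0.0018). Mt1 stood at 8.64 ± 0.095 (SD, n = 3), a 1.14-fold difference from controls, or 0.19 (standard error 0.074, adjusted p = 0.29). For the HSP70 genes, Hspa1a had a level of 6.36 ± 0.13 (SD, n = 3) and Hspa1b of 6.10 ± 0.11 (SD, n = 3). The fold differences from controls were 1.7 for Hspa1a, with a log2 fold change of 0.77 (standard error 0.19, adjusted p = 0.083), and 1.36 for Hspa1b. All 3 Ag+ arrays were above all 3 controls for each of the 4 genes. Hspa1a was called with the Ag+ and control arrays alone, without AgNP replicates 1 or 3, and with probe sets of a mean of at least 5, each at the log2 fold change of 0.77.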

The increases in the expression of these genes in Ag^+^-exposed cells were minimal and not significant except for Hspa1a, of which the expression in Ag^+^-exposed cells was significantly (with *p* = 0.001086) higher than the control, but with |FC| marginally exceeded 1.5. These results suggest specific oxidative stress effect of AgNPs in ESCs.

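HSP70 expression was higher with AgNPs than with Ag+ by a wide margin, and metallothionein expression by a smaller one. The log2 difference between AgNPs and Ag+ was 2.03 for Hspa1a (95% interval 1.60 to 2.45, adjusted p = 0.0026) and 2.46 for Hspa1b (95% interval 1.99 to 2.93). For Mt1 it was 0.49 (95% interval 0.32 to 0.65, adjusted p = 0.033) and for Mt2 0.35 (95% interval 0.22 to 0.48, adjusted p = 0.044). The call of Mt2 was lost whichever of the 9 arrays was left out, at differences of 0.32 to 0.38, and that of Mt1 without any array but control replicate 1, at 0.43 to 0.54. Of 18 measured targets of Nrf2, the transcription factor that answers oxidative stress, 0 changed with AgNPs at an adjusted p under 0.05 in limma (5 at an unadjusted p under 0.05, and 5 higher when adjusted over the list alone), with a median log2 fold change of 0.05 (adjusted p = 0.0020, but adjusted p = 0.078 with an estimated correlation). Hmox1, which encodes haem oxygenase, had 0.85 (adjusted p = 0.16), and Gclm, a subunit of the enzyme that starts glutathione synthesis, 0.23 (adjusted p = 0.33). With Ag+ the Nrf2 list had a median of -0.02 (adjusted p = 0.96), with 2 genes higher and 1, Me1, lower at -1.01 (adjusted p = 0.0074) (2 and 2 when adjusted over the list alone). Between the treatments, 2 of the 18 were higher with AgNPs and 0 lower (4 and 0 when adjusted over the list alone). The median difference was 0.05 (adjusted p = 0.019, but adjusted p = 0.12 with an estimated correlation), and 0.02 among members outside the paper's Table S3. Of 18 antioxidant enzyme genes 1, Gpx1, fell with AgNPs and 3 fell with Ag+ (1 down, and 1 up and 3 down, when adjusted over the list alone), with medians of -0.01 (adjusted p = 0.70) and -0.01 (adjusted p = 0.34). From the rise of the heat shock and metallothionein genes with AgNPs, the paper proposes an oxidative stress effect specific to AgNPs. It adds flow cytometry, where mitochondrial superoxide staining rose with AgNPs but had no significant change with Ag+.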

**Fig. 7:**
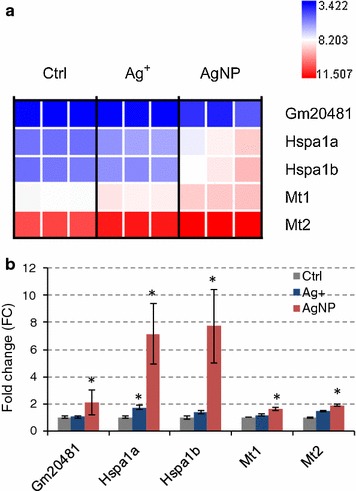
Upregulation of several members of the heat shock protein and the metallothionein families by AgNPs, but not Ag^+^. **a** Heat map showing the normalized expression intensity in the different treatment groups, which are in log2 scale and color coded as shown in the scheme at the *top right corner*. **b** *Bar graph* showing fold change (FC) of each member of the heat shock protein and the metallothionein families after exposure to AgNPs or to Ag^+^. The FC values are relative to the controls (of which the mean value was set to 1)

To confirm these results, the effect of AgNPs on oxidative stress and downstream apoptosis were examined on the cellular level using flow cytometry (Fig. 8). Oxidative stress was assessed by mitochondrial superoxide generation which was detected by membrane permeant dye MitoSox Red. As shown in Fig. 8c, the percentage of cells positive for MitoSox Red staining (gated cells) increased significantly in AgNP treated cells (18.5%) as compared with control cells (1.4%). The mean intensity of yellow fluorescence (from MitoSox staining) of the entire cell population increased to 2.08-fold in cells treated with AgNPs in comparison with the control. As a comparison, treatment with 1 µM staurosporine, which has been reported to increases ROS production [34], resulted in 39.8% positive cells for MitoSox Red staining and 2.91-fold increase in mean fluorescence intensity compared with the control.

**Fig. 8:**
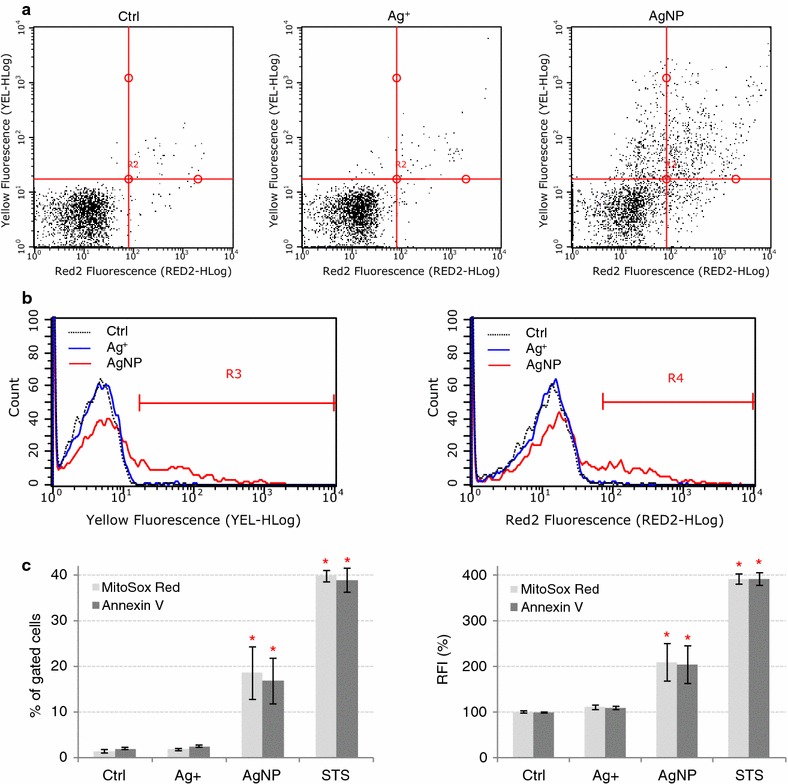
Flow cytometry results showing the effect of AgNPs and Ag^+^ on oxidative stress and apoptosis in mESCs. **a** Representative* dot plots* showing intensities of yellow fluorescence from MitoSox Red staining (oxidative stress) vs. red2 fluorescence from Annexin V binding (apoptosis) in control cells (Ctrl), and cells treated with Ag^+^ or AgNPs. **b** Representative histogram graphs showing fluorescence intensity distribution of yellow fluorescence from MitoSox Red staining (oxidative stress, *left*) and red2 fluorescence from Annexin V binding (apoptosis, *right*) in control cells (Ctrl), and cells treated with Ag^+^ or AgNPs. **c** *Bar graphs* showing the percentage of cells positive for MitoSox Red staining and Annexin V binding (gated cells in R3 and R4 of *B*, respectively; *left*), and mean relative fluorescence intensity (RFI; *right*) in total cell population of control cells (Ctrl), and cells treated with Ag^+^, AgNPs, or 1 µM staurosporine (STS). Values are expressed as percentage of the control and are mean ± SD of three independent experiments. *p < 0.05

One of the hallmarks of apoptosis is the translocation of the membrane phospholipid phosphatidylserine to the external environment of the cells. Phosphatidylserine expression on the cell surface of apoptotic cells was assessed by binding of fluorescently labeled Annexin V in the current study. Similar to the results on oxidative stress as shown above, the percentage of cells positive for Annexin V binding (gated cells) increased significantly in AgNP treated cells (16.8%) as compared with control cells (1.9%), and the mean intensity of red2 fluorescence (from Annexin V binding) in cells treated with AgNPs was 2.04-fold as high as in control cells. For comparison, treatment with 1 µM staurosporine, a known apoptosis inducer [34], resulted in 38.9% positive cells for Annexin V binding and 2.91-fold increase in mean fluorescence intensity compared with the control.

Interestingly, cells treated with Ag^+^ did not show significant changes in either the percentage of gated cells or the mean fluorescence intensity, for both MitoSox Red staining and Annexin V binding, in comparison with the control cells (Fig. 8c).

## Discussion

The three-dimensional (3D) assembly of stem cells in the form of EB spheroids facilitates cellular interactions that promote morphogenesis, analogous to the multicellular, heterotypic tissue organization that accompanies embryogenesis [35]. The complex interactions between heterologous cell types result in the induction of differentiation of stem cells to derivatives of all three embryonic germ layers [36]. Therefore, ESC differentiation in EBs has been considered to faithfully recapitulate stages of early embryo development and is increasingly used as an in vitro model for developmental toxicity testing [13]. In addition, implementing toxicogenomics in ESC differentiation has been shown as a sensitive method for the detection of a variety of developmental toxicants [18]. In the present study, we characterized transcriptomic changes induced by citrate-coated 20 nm AgNPs during spontaneous differentiation of mESCs, and compared to those induced by Ag^+^ (silver acetate) under otherwise identical conditions. Despite the large differences in the numbers of DEGs, functional annotation and pathway analysis of the regulated genes revealed overall similarities between AgNPs and Ag^+^. Functions and pathways related to embryonic development and metabolism appeared on top of the lists for both treatments. Functional changes related to metabolism are thought to be necessary for cells to cope with the toxic insult of AgNPs and Ag^+^ [37]. Those related to embryonic development suggest that both AgNPs and Ag^+^ have the potential to cause developmental toxicities when in contact with the differentiating embryo. It has been reported that AgNPs induce distinct developmental defects in zebrafish embryos [38]. In a recent in vivo study, it was found that silver acetate exposure caused adverse effects on reproduction and postnatal development in rats [39].

Human exposure to nanoparticles may occur via inhalation, ingestion, dermal absorption or, in some cases, artificially induced via inoculation. Once systemically available, these nanoparticles appear capable of spreading to most organ systems and may even cross biological barriers. Several studies demonstrated that certain nanoparticles can penetrate the placenta barrier, reach the fetus, and evoke embryotoxic effects [40]. Since the application of AgNPs is expected to further increase in the future, long term exposure and potential accumulation of AgNPs in the human body may result. The results presented here point to the potential of AgNPs to cause developmental toxicity once these particles migrate into the uterus, cross the placenta and reach the embryo.

Proper physicochemical characterization of nanoparticles should be performed in the relevant dispersion medium prior to conducting toxicity studies [41, 42]. This is because complex interactions exists between a particle and its surrounding microenvironment, including attractive or repulsive forces between particles, and between particles and biological substances in the dispersion medium such as salts (ions) and proteins. These factors affect both the hydrodynamic size and the surface charge of the nanoparticles, and can impact on their agglomeration status, which may in turn affect the extent of toxicity. It has been considered that larger agglomerates of nanoparticles are less toxic than monodispersed particles or smaller aggregates [41]. The DLS and UV–Vis data suggest there was a dynamic interplay between the AgNPs and the culture medium, starting immediately upon contact and lasting throughout the duration of the exposure, leading to increased agglomeration of the AgNPs. Aggregation of nanoparticles in cell culture media has been reported previously by others [19, 37, 40]. However, it has to be noted that there are significant limitations to the techniques used for the characterization, which complicates the interpretation of the data. For both DLS and UV–Vis, characteristic peaks for AgNPs overlaps with those of the medium. Moreover, it is well known that DLS is a weight-averaged measurement biased towards larger particle sizes and especially towards agglomerates or aggregates. Thus, although the observed DLS curve showed an average hydrodynamic size of ~78 nm, the system may actually contain a very high number of smaller particles that are bioavailable and can interact with the ESCs. From another point of view, it should be pointed out that the agglomeration of AgNPs found here does not diminish, but rather adds to, the significance of the current study. Since the culture medium for ESCs used here was similar to body fluid in composition, it is likely that AgNPs entering the human body would agglomerate to some extent. In this sense, the results found in the current study are meaningful for real life situations. Since unagglomerated (monodispersed) form of nanoparticles would be more toxic than their agglomerated form, the results reported here signify the importance of nanoparticle regulation in consumer products.

It was interesting to note that in the EB state ESCs were in general more resistant to AgNP and Ag^+^ cytotoxicity than in adherent culture (Fig. 2). At 5.0 μg/ml, Ag^+^ caused nearly complete cell death (97%) in adherent culture, while >80% cells survived in EBs. For AgNPs, cell viability at 5.0 μg/ml was 68% in adherent culture and 87% in EB state. At 50 µg/ml, 73 and 34% cells remained alive after exposure to AgNPs and Ag^+^ respectively in EB culture. In comparison, in adherent culture only 43% cells survived AgNP exposure, and <2% cells survived after exposing to Ag^+^. These results could be explained by the fact that in adherent culture, cells formed a monolayer whereby AgNPs or Ag^+^ diffused freely throughout the medium, and thereby reached equilibrium where all cells were equally exposed to the same concentrations of AgNPs or Ag^+^. In contrast, in 3D aggregates of EBs, a concentration gradient of exogenous or endogenous factors is established between the surrounding culture environment and the interior of the spheroids [35]. Therefore, concentration of Ag^+^ in the interior of the EBs would be lower than that of exterior environment. The concentration is inversely related to EB size, with decreasing concentration from the surface toward the center of aggregates [35]. Due to the high cell packing density (Additional file 2: Figure S2), cells in the center of the EBs may be completely shielded and not exposed to Ag^+^ at all. For AgNPs, the concentration in the interior of the EBs would be ever lower than Ag^+^ due to more severe steric hindrance imposed on the AgNPs as a result of their larger sizes, especially if agglomeration occurred.

It was also intriguing to note that in adherent cultures, low concentrations of Ag^+^ (up to 0.5 μg/ml) increased cell viability almost 20% relative to the unexposed control, suggesting accelerated mESC proliferation and/or differentiation (Fig. 2a). Similar stimulating effects were also observed for AgNPs, albeit not statistically significant (Fig. 2a). Such an hormesis effect was also reported previously for AgNPs in HepG2 cells [24], and for silica nanoparticles in D3 mESCs [40], and could be explained as an adaptive response of cells to low levels of potentially toxic agents [40].

The toxicity of AgNPs has been demonstrated both in vitro and in vivo [43]. However, whether the observed toxicity is due to Ag^+^ released from the AgNPs or related to the special properties of nanosized particles is not entirely clear, and is often a topic of rigorous debate. This is partly due to the fact that the release of Ag^+^ from AgNPs is a dynamic process and is affected by many factors such as temperature, surface chemistry, and stabilizing agent [44]. In order to unravel the mechanism of toxicity, the effect of AgNPs on the gene expression in ESCs was studied here at a relatively low toxicity concentration (~EC10) to avoid cellular processes in necrotic or apoptotic cells overwhelming and leading to misinterpretation of the data. As comparison, two concentrations of Ag^+^ were used, one approximates the maximum Ag^+^ released from 5.0 μg/ml AgNPs after 24 h incubation in the medium (1.0 μg/ml; Additional file 1: Figure S1), the other was the equivalent mass concentration of silver in 5.0 μg/ml AgNPs (i.e., 5.0 μg/ml). At 1.0 μg/ml, Ag^+^ only induced 47 DEGs (data not shown), compared to 101 DEGs regulated by 5.0 μg/ml AgNPs. This suggests that AgNP toxicity was not entirely due to Ag^+^ released from the AgNPs. In the present study, we only measured Ag^+^ release from AgNPs in the medium (without cells). AgNPs may also release Ag^+^ inside the cell via a “Trojan-horse” mechanism, where the particles enter cells and are then ionized within the cell [45]. The purpose of the present study was to evaluate the effect of AgNPs and Ag^+^ on the cellular transcriptome of ESCs, and therefore more systematic studies are needed in order to completely disentangle the effects of AgNPs from those of released Ag^+^. In addition, a cellular uptake study of the AgNPs may help to confirm that the transcriptomic changes seen here were indeed caused by ingested AgNPs.

More importantly, microarray data analysis showed that several stress response proteins, including members of the heat shock proteins (HSPs) and the metallothionein (MT) families, were upregulated by AgNPs but not Ag^+^. As the name suggests, HSPs are a group of proteins induced by heat shock, or hyperthermia. Their expression has also been found to increase when cells are exposed to an array of other stresses, including heavy metals and oxygen radicals [46], where they play a role in maintaining the correct folding of proteins by preventing protein aggregation or facilitating selective degradation of misfolded or denatured proteins [47]. MTs are a family of cysteine-rich proteins with several isoforms [48]. MTs have the capacity to bind heavy metals, both physiological and xenobiotic, through the thiol group of their cysteine residues [49]. It has been suggested that MTs not only are involved in the regulation of physiological metals and protect cells from metal toxicity, but also provide protection against oxidative stress [50]. The cysteines of MTs have been shown to bind oxidant radicals like superoxide and hydroxyl radicals [51], and MT expression has been implicated as a transient response to many forms of stress or injury [50]. Several previous studies [23, 24, 37, 52, 53] reported upregulation of HSPs and MTs in somatic cells following exposure to AgNPs. The upregulation of these proteins found in the current study suggests that AgNP exposure also induced cellular stresses and elicited cellular protective responses in ESCs. It was intriguing to note that the same concentration of Ag^+^ did not induce such stress responses in the ESCs. The reason for this is not well understood but could be partly explained by the so-called Trojan horse theory. The plasma membrane functions to some degree as a natural barrier for metal ions, thereby protecting the cells from damage. However, nanoparticles circumvent this barrier when they are taken up by the cells via endocytic pathways, leading to the release of metal ions within the cells as a result of lysosome rupture, and subsequently generate free radicals within the cells [23]. Similar findings were reported previously [23, 24].

It has been reported that in several somatic cell types, augmented oxidative stress induced by AgNPs, through the generation of reactive oxygen species (ROS), may further lead to DNA damage and chromosomal aberrations [19, 53, 54]. Cells with damaged DNA will accumulate in the G2/M phase allowing the cells extra time to repair of damaged DNA, causing arrest in cell cycle progression [23, 54]. Cells with massive or irreversible DNA damage will not be able to repair the DNA effectively and undergo apoptosis at a later stage [19, 53, 54]. The results presented here indicate that this scenario may also hold true for ESCs. Flow cytometry results (Fig. 8) indicated that both oxidative stress and apoptosis increased significantly after treatment with AgNPs. Based on these results, the molecular mechanisms of ESC cellular responses against AgNPs are therefore speculated as following (Fig. 9): AgNPs enter the cell via endocytosis, release Ag^+^ within the cell after lysosome rupture, and subsequently generate ROS. The increased oxidative stress further leads to DNA damage, causing cell cycle arrest at the G2/M phase in order to repair the damaged DNA. Cells unable to repair the DNA damages will eventually undergo apoptosis.

**Fig. 9:**
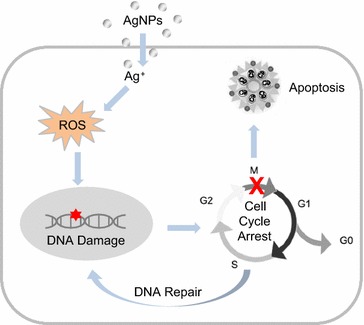
Schematic representation of molecular mechanisms of AgNP toxicity in ESCs, which are similar to those previously reported for somatic cells. AgNPs enter ESCs via endocytosis, release Ag^+^ within the cell after lysosome rupture, and subsequently generate ROS. The elevated ROS may lead to DNA damage and cause the cell into cycle arrest in order to repair damaged DNA. Cells failed to do so will eventually undergo apoptosis

Kawata et al. [24] found a number of checkpoint related genes (BIRC5, BUB1B, CCNA2, CDC25B, CDC20, and CKS2) increased expression in HepG2 cells after exposure to AgNPs. However, despite the effect of AgNPs on oxidative stress and apoptosis revealed at the protein level by flow cytometry, significant induction of genes associated with the cellular processes downstream of oxidative stress (DNA damage, cell cycle arrest, and apoptosis) was not observed at the mRNA level by the microarray study. This is probably because of the ephemeral nature of many gene expression changes. 

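In AgNP-treated cells no gene on the lists of DNA damage, cell cycle arrest and apoptosis passed the adjusted test against controls. On lists of p53 targets (20 measured genes), DNA damage and repair (15), the G2/M phase (19), apoptosis (22) and the 6 checkpoint genes named above, 0 changed with AgNPs at an adjusted p under 0.05 in limma. At an unadjusted p under 0.05 there were 0, 2, 0, 1 and 0 in the same order. Adjusted over each list alone, 1 gene passed, Casp8, an initiator caspase gene, with a log2 fold change of -0.31 (adjusted p = 0.27) over all probe sets. The medians were 0.00049 for p53 targets (adjusted p = 0.63), -0.04 for DNA damage and repair (adjusted p = 0.38), -0.03 for G2/M (adjusted p = 0.48), -0.04 for the checkpoint genes (adjusted p = 0.83) and -0.04 for apoptosis (adjusted p = 0.15). Without control replicate 3, the p53 targets were called at a median of 0.06. Cdkn1a, which encodes the cell cycle inhibitor p21 and is a main target of p53, had 0.12 (standard error 0.091, adjusted p = 0.72), and Chek1, a checkpoint kinase gene, -0.15 (standard error 0.058, adjusted p = 0.54). Birc5, Bub1b, Ccna2, Cdc25b, Cdc20 and Cks2 had -0.05, -0.09, -0.03, -0.07, 0.07 and 0.02, with adjusted p from 0.74 to 0.96.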

The correlation between mRNA and protein abundances in the cell has been reported to be notoriously poor [55]. One of the reasons for the poor correlation is that there is a temporal difference in cells responding to environment perturbations at the mRNA level and at the protein level [56]. There may have been detectable gene expression changes at the mRNA level; however, by the time when these changes are translated into the protein level, the altered mRNA expression of these genes may have already recovered to their normal level.

DNA damage by ROS production induced by AgNPs may further activate the p53 pathway [19], which plays important roles in carcinogenesis and tumor progressing. Therefore, AgNPs have the potential to cause carcinogenicity [24]. However, pathways related to cancer were not identified in cells exposed to AgNPs. 

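Of the 19 measured genes behind the cancer pathways of Table 3, 2 changed at an adjusted p under 0.05 in AgNP-treated cells, Smad6 and Fgf14, and 5 passed |FC| ≥ 1.5 and an unadjusted p under 0.05. Myc had a log2 fold change of -0.39 (adjusted p = 0.48), Wnt3 -0.10 (adjusted p = 0.81), Fgf10 -0.48 (adjusted p = 0.16) and Notch1 0.31 (adjusted p = 0.39). The difference between AgNPs and Ag+ passed the test for 5 of the 19, among them Wnt3, at 0.74 (adjusted p = 0.024), and Adcy8, at -0.80 (adjusted p = 0.039). These calls were lost without control replicate 2, any AgNP replicate or Ag+ replicates 2 or 3, at 0.66 to 0.79 for Wnt3, and without any control replicate, AgNP replicates 1 or 2 or any Ag+ replicate, at -0.83 to -0.69 for Adcy8. The median absolute log2 fold change of the 19 was 0.42 with AgNPs against 0.84 with Ag+, and all 19 had the same sign with both. The study chose the genes from the Ag+ arrays and the controls are common to both comparisons, so neither smaller values nor equal signs with AgNPs are independent evidence.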

On the contrary, three pathways were found in cells exposed to Ag^+^. The reason for this is not clear. However, it cannot be excluded that AgNPs would affect cancer pathways at higher concentrations than that used in the current study (5.0 µg/ml).

## Conclusions

In this study, we characterized transcriptomic changes induced by AgNPs during spontaneous differentiation of mouse ESCs, and compared to those induced by Ag^+^. Overall, cellular responses to AgNPs and Ag^+^ in ESCs were substantially similar. In both cases, most of the functions and pathways impacted are related to embryonic development and metabolism, suggesting that both AgNPs and Ag^+^ have the potential to alter, reversibly or irreversibly, developmental pathways. However, specific effects on oxidative stress and apoptosis were observed for AgNPs. Taken together, our results indicate that the widespread application of AgNPs and silver-containing products may be a health concern. Long term exposure of humans to these products could potentially result in accumulation in the body and subsequently induce acute or chronic toxicity. Once systemically available, AgNPs has the potential to reach the embryo thus causing developmental toxicity. However, since information on whether these particles are able to transfer from the mother to the fetus across the placenta is currently lacking, the results of the current study have to be interpreted with caution until in vivo data becomes available.

## Additional files

**Additional file 1: Figure S1.** Release of Ag^+^ from AgNPs into culture medium after 24 h incubation at 37 °C. (A) Ag^+^ released into the supernatant of the medium before (0 h) and after (24 h) incubation. (B) Total Ag^+^ in the AgNP suspension before (0 h) and after (24 h) incubation.

**Additional file 2: Figure S2.** Morphological changes of the differentiating EBs after exposure for 24 h to varying concentrations of AgNPs (A) or Ag^+^ (B). The concentrations of AgNPs or Ag^+^ used for the exposure (in µg/ml) are indicated by the numbers at the top left corner of each image.

**Additional file 3: Table S1.** List of 101 DEGs regulated by AgNPs. Gene expression profiles of AgNP-exposed samples were compared with the controls using one-way analysis of variance (ANOVA) based on the Welch *t*-test, and DEGs were selected by |FC| ≥ 1.5 and *p* ≤ 0.05.

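Hspa1b, Hspa1a, Mt2 and Nppb are among the genes of Table S1 that also changed at an adjusted p under 0.05 in limma, 20 in all. Of the 101 probe sets in the table, 101 are in the deposited values and 87 carry a gene name in the annotation used here. All 87 had the direction that the table gives, 87 had an unadjusted p under 0.05 in limma, and 74 also had |FC| ≥ 1.5. Across these probe sets, which are not independent replicates and were chosen by their change, log2 fold changes correlated with those of the table with r = 0.994.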

**Additional file 4: Table S2.** List of 400 DEGs regulated by Ag^+^. 

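Cubn, Tbx20, Hand1, Foxc2 and Tcf15 are among the genes of Table S2 that changed with Ag+ at an adjusted p under 0.05 in limma, 298 in all. The annotation names 375 of the table's 400 probe sets. For all 375 the direction was the one in the table, and 330 passed |FC| ≥ 1.5 and an unadjusted p under 0.05. The log2 fold changes correlated with the table's across these chosen probe sets with r = 0.995.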

Gene expression profiles of Ag^+^-exposed samples were compared with the controls using one-way analysis of variance (ANOVA) based on the Welch *t* test, and DEGs were selected by |FC| ≥ 1.5 and *p* ≤ 0.05.

**Additional file 5: Table S3.** List of 173 DEGs between AgNP- and Ag^+^- treated cells. Gene expression profiles of AgNP-exposed samples were compared with Ag^+^-exposed samples using one-way analysis of variance (ANOVA) based on the Welch *t* test, and DEGs were selected by |FC| ≥ 1.5 and *p* ≤ 0.05.

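Cubn, Hspa1b, Ctsh and Tcf15 are among the genes of Table S3 that differed between AgNPs and Ag+ at an adjusted p under 0.05 in limma, 82 in all. Of the 173 probe sets in the table, 163 carry a gene name here, all 163 had the table's direction, and 142 passed |FC| ≥ 1.5 and an unadjusted p under 0.05. Here r across the chosen probe sets was 0.993.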

**Additional file 6: Table S4.** Lists of 120 GO terms in the biological process (BP) category enriched from the 101 genes regulated by AgNPs. DAVID was used for the analysis. The *Mus musculus* (mouse) whole genome was used as background. Statistical enrichment was determined through a modified Fisher’s exact test (*p* < 0.1) and count threshold >2 (default settings in DAVID).

**Additional file 7: Table S5.** Lists of 322 GO terms in the biological process (BP) category enriched from the 400 genes regulated by Ag^+^. DAVID was used for the analysis. The *Mus musculus* (mouse) whole genome was used as background. Statistical enrichment was determined through a modified Fisher’s exact test (*p* < 0.1) and count threshold >2 (default settings in DAVID).

## Abbreviations

3D: three-dimensional
AGCC: Affymetrix GeneChip Command Console
Ag^+^: silver ion
AgNO_3_: silver nitrate
AgNP: silver nanoparticle
ANOVA: analysis of variance
BMP-4: bone morphogenic protein 4
BP: biological process
DAVID: Database for Annotation, Visualization, and Integrated Discovery
DEG: differentially expressed gene
DI: deionized
DLS: dynamic light scattering
EB: embryoid body
ECVAM: European Committee for the Validation of Alternative Methods
ESC: embryonic stem cell
EST: embryonic stem cell test
FC: fold change
GEO: Gene Expression Omnibus
GO: gene ontology
GSK3b-I: glycogen synthase kinase-3b inhibitor
HCA: hierarchical cluster analysis
HSP: heat shock protein
ICP-MS: inductively coupled plasma mass spectroscopy
IPA: Ingenuity Pathway Analysis
LIF: leukemia inhibitory factor
mESC: mouse embryonic stem cell
MT: metallothionein
PBS: phosphate buffered saline
PCA: principal component analysis
PDI: polydispersity index
RMA: robust multi-array average
ROS: reactive oxygen species
STS: staurosporine
TAC: Transcriptome Analysis Console
TEM: transmission electron microscopy
UV-vis: ultraviolet-visible

## References

[1] The Woodrow Wilson International Center. Consumer products inventory. http://www.nanotechproject.org/cpi/. Accessed Apr 2016.

[2] Henig RM. Our silver-coated future. 2007. http://archive.onearth.org/article/our-silver-coated-future. Accessed Feb 2015.

[3] Lara HH, Garza-Treviño EN, Ixtepan-Turrent L, Singh DK (2011). Silver nanoparticles are broad-spectrum bactericidal and virucidal compounds. J Nanobiotechnol.

[4] You C, Han C, Wang X, Zheng Y, Li Q, Hu X, Sun H (2012). The progress of silver nanoparticles in the antibacterial mechanism, clinical application and cytotoxicity. Mol Biol Rep.

[5] Scientific Committee on Emerging and Newly Identified Health Risks (SCENIHR). Opinion on nanosilver: safety, health and environmental effects and role in antimicrobial resistance, 2014. http://ec.europa.eu/health/scientific_committees/emerging/docs/scenihr_o_039.pdf. Accessed Apr 2016.

[6] Bartłomiejczyk T, Lankoff A, Kruszewski M, Szumiel I (2013). Silver nanoparticles—allies or adversaries?. Ann Agric Environ Med.

[7] Zhang T, Wang L, Chen Q, Chen C (2014). Cytotoxic potential of silver nanoparticles. Yonsei Med J.

[8] Kim YS, Kim JS, Cho HS, Rha DS, Kim JM, Park JD, Choi BS, Lim R, Chang HK, Chung YH, Kwon IH, Jeong J, Han BS, Yu IJ (2008). Twenty-eight-day oral toxicity, genotoxicity, and gender-related tissue distribution of silver nanoparticles in Sprague–Dawley rats. Inhal Toxicol.

[9] Kim YS, Song MY, Park JD, Song KS, Ryu HR, Chung YH, Chang HK, Lee JH, Oh KH, Kelman BJ, Hwang IK, Yu IJ (2010). Subchronic oral toxicity of silver nanoparticles. Part Fibre Toxicol.

[10] Tang J, Xiong L, Wang S, Wang J, Liu L, Li J, Yuan F, Xi T (2009). Distribution, translocation and accumulation of silver nanoparticles in rats. J Nanosci Nanotechnol.

[11] Tang J, Xiong L, Zhou G, Wang S, Wang J, Liu L, Li J, Yuan F, Lu S, Wan Z, Chou L, Xi T (2010). Silver nanoparticles crossing through and distribution in the blood-brain barrier in vitro. J Nanosci Nanotechnol.

[12] Doran KS, Banerjee A, Disson O, Lecuit M (2013). Concepts and mechanisms: crossing host barriers. Cold Spring Harb Perspect Med.

[13] Tandon S, Jyoti S (2012). Embryonic stem cells: an alternative approach to developmental toxicity testing. J Pharm Bioallied Sci.

[14] Heuer J, Bremer S, Pohl I, Spielmann H (1993). Development of an in vitro embryotoxicity test using murine embryonic stem cell cultures. Toxicol In Vitro.

[15] Genschow E, Spielmann H, Scholz G, Pohl I, Seiler A, Clemann N, Bremer S, Becker K (2004). Validation of the embryonic stem cell test in the international ECVAM validation study on three in vitro embryotoxicity tests. Altern Lab Anim.

[16] Paquette JA, Kumpf SW, Streck RD, Thomson JJ, Chapin RE, Stedman DB (2008). Assessment of the embryonic stem cell test and application and use in the pharmaceutical industry. Birth Defects Res B Dev Reprod Toxicol.

[17] van Dartel DA, Piersma AH (2011). The embryonic stem cell test combined with toxicogenomics as an alternative testing model for the assessment of developmental toxicity. Reprod Toxicol.

[18] Gao X, Yourick JJ, Sprando RL (2014). Transcriptomic characterization of C57BL/6 mouse embryonic stem cell differentiation and its modulation by developmental toxicants. PLoS ONE.

[19] Ahamed M, Karns M, Goodson M, Rowe J, Hussain SM, Schlager JJ, Hong Y (2008). DNA damage response to different surface chemistry of silver nanoparticles in mammalian cells. Toxicol Appl Pharmacol.

[20] Park MV, Neigh AM, Vermeulen JP, de la Fonteyne LJ, Verharen HW, Briedé JJ, van Loveren H, de Jong WH (2011). The effect of particle size on the cytotoxicity, inflammation, developmental toxicity and genotoxicity of silver nanoparticles. Biomaterials.

[21] Samberg ME, Loboa EG, Oldenburg SJ, Monteiro-Riviere NA (2012). Silver nanoparticles do not influence stem cell differentiation but cause minimal toxicity. Nanomedicine.

[22] Bouwmeester H, Poortman J, Peters RJ, Wijma E, Kramer E, Makama S, Puspitaninganindita K, Marvin HJ, Peijnenburg AA, Hendriksen PJ (2011). Characterization of translocation of silver nanoparticles and effects on whole-genome gene expression using an in vitro intestinal epithelium coculture model. ACS Nano.

[23] Foldbjerg R, Irving ES, Hayashi Y, Sutherland DS, Thorsen K, Autrup H, Beer C (2012). Global gene expression profiling of human lung epithelial cells after exposure to nanosilver. Toxicol Sci.

[24] Kawata K, Osawa M, Okabe S (2009). In vitro toxicity of silver nanoparticles at noncytotoxic doses to HepG2 human hepatoma cells. Environ Sci Technol.

[25] De Smedt A, Steemans M, De Boeck M, Peters AK, van der Leede BJ, Van Goethem F, Lampo A, Vanparys P (2008). Optimisation of the cell cultivation methods in the embryonic stem cell test results in an increased differentiation potential of the cells into strong beating myocard cells. Toxicol In Vitro.

[26] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed TP (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[27] Ringnér M (2008). What is principal component analysis?. Nat Biotechnol.

[28] Eisen MB, Spellman PT, Brown PO, Botstein D (1998). Cluster analysis and display of genome-wide expression patterns. Proc Natl Acad Sci USA.

[29] Tong W, Cao X, Harris S, Sun H, Fang H, Fuscoe J, Harris A, Hong H, Xie Q, Perkins R, Shi L, Casciano D (2003). Arraytrack-supporting toxicogenomic research at the U.S. Food and Drug Administration National Center for Toxicological Research. Environ Health Perspect.

[30] Tong W, Harris S, Cao X, Fang H, Shi L, Sun H, Fuscoe J, Harris A, Hong H, Xie Q, Perkins R, Casciano D (2004). Development of public toxicogenomics software for microarray data management and analysis. Mutat Res.

[31] Dennis G, Sherman BT, Hosack DA, Yang J, Gao W, Lane HC, Lempicki RA (2003). DAVID: database for annotation, visualization, and integrated discovery. Genome Biol.

[32] da Huang W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[33] Hu ZL, Bao J, Reecy JM (2008). CateGOrizer: a web-based program to batch analyze gene ontology classification categories. Online J Bioinform.

[34] Pong K, Doctrow SR, Huffman K, Adinolfi CA, Baudry M (2001). Attenuation of staurosporine-induced apoptosis, oxidative stress, and mitochondrial dysfunction by synthetic superoxide dismutase and catalase mimetics, in cultured cortical neurons. Exp Neurol.

[35] Kinney MA, Hookway TA, Wang Y, McDevitt TC (2014). Engineering three-dimensional stem cell morphogenesis for the development of tissue models and scalable regenerative therapeutics. Ann Biomed Eng.

[36] Martin GR, Wiley LM, Damjanov I (1977). The development of cystic embryoid bodies in vitro from clonal teratocarcinoma stem cells. Dev Biol.

[37] Xu L, Takemura T, Xu M, Hanagata N (2011). Toxicity of silver nanoparticles as assessed by global gene expression analysis. Mater Express.

[38] Asharani PV, Lian WuY, Gong Z, Valiyaveettil S (2008). Toxicity of silver nanoparticles in zebrafish models. Nanotechnology.

[39] Sprando RL, Black T, Keltner Z, Olejnik N, Ferguson M (2016). Silver acetate exposure: effects on reproduction and post natal development. Food Chem Toxicol.

[40] Park MV, Annema W, Salvati A, Lesniak A, Elsaesser A, Barnes C, McKerr G, Howard CV, Lynch I, Dawson KA, Piersma AH, de Jong WH (2009). In vitro developmental toxicity test detects inhibition of stem cell differentiation by silica nanoparticles. Toxicol Appl Pharmacol.

[41] Boverhof DR, David RM (2010). Nanomaterial characterization: considerations and needs for hazard assessment and safety evaluation. Anal Bioanal Chem.

[42] Warheit DB (2008). How meaningful are the results of nanotoxicity studies in the absence of adequate material characterization?. Toxicol Sci.

[43] Ge L, Li Q, Wang M, Ouyang J, Li X, Xing MM (2014). Nanosilver particles in medical applications: synthesis, performance, and toxicity. Int J Nanomed.

[44] Kittler S, Greulich C, Diendorf J, Koller M, Epple M (2010). Toxicity of silver nanoparticles increases during storage because of slow dissolution under release of silver ions. Chem Mater.

[45] Park EJ, Yi J, Kim Y, Choi K, Park K (2010). Silver nanoparticles induce cytotoxicity by a Trojan-horse type mechanism. Toxicol In Vitro.

[46] De Maio A (1999). Heat shock proteins: facts, thoughts, and dreams. Shock.

[47] Gupta SC, Sharma A, Mishra M, Mishra RK, Chowdhuri DK (2010). Heat shock proteins in toxicology: how close and how far?. Life Sci.

[48] Hunziker PE, Kägi JH (1985). Isolation and characterization of six human hepatic isometallothioneins. Biochem J.

[49] Davis SR, Cousins RJ (2000). Metallothionein expression in animals: a physiological perspective on function. J Nutr.

[50] Theocharis SE, Margeli AP, Koutselinis A (2003). Metallothionein: a multifunctional protein from toxicity to cancer. Int J Biol Markers.

[51] Ruttkay-Nedecky B, Nejdl L, Gumulec J, Zitka O, Masarik M, Eckschlager T, Stiborova M, Adam V, Kizek R (2013). The role of metallothionein in oxidative stress. Int J Mol Sci.

[52] Sahu SC, Zheng J, Yourick JJ, Sprando RL, Gao X (2015). Toxicogenomic responses of human liver HepG2 cells to silver nanoparticles. J Appl Toxicol.

[53] Xu L, Li X, Takemura T, Hanagata N, Wu G, Chou LL (2012). Genotoxicity and molecular response of silver nanoparticle (NP)-based hydrogel. J Nanobiotechnol.

[54] AshaRani PV, Low Kah Mun G, Hande MP, Valiyaveettil S (2009). Cytotoxicity and genotoxicity of silver nanoparticles in human cells. ACS Nano.

[55] Maier T, Güell M, Serrano L (2009). Correlation of mRNA and protein in complex biological samples. FEBS Lett.

[56] Chechik G, Koller D (2009). Timing of gene expression responses to environmental changes. J Comput Biol.

# Supplementary material for: Toxicity of nano- and ionic silver to embryonic stem cells: a comparative toxicogenomic study
**Source:** J Nanobiotechnology. 2017 Apr 11;15:31. doi: 10.1186/s12951-017-0265-6
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Release of Ag+ from AgNPs into culture medium after 24 h incubation at 37 °C. (A) Ag+ released into the supernatant of the medium before (0 h) and after (24 h) incubation. (B) Total Ag+ in the AgNP suspension before (0 h) and after (24 h) incubation.

## Slide 1

A
### Chart
| Category | | |
|---|---|---|
| 1 | 0.05220384820502869 | 0.3264084575373949 |
| 2 | 0.06893197689378372 | 0.6311683953605832 |
| 5 | 0.09130980807068712 | 1.0731769170078014 |
| 10 | 0.12998385800778875 | 1.1514320672560114 |Released Ag+ in supernatant (µg/ml)
AgNP concentration (µg/ml)
B
### Chart
| Category | | |
|---|---|---|
| 1 | 1.0013334391837214 | 1.0175012396627636 |
| 2 | 2.0830301942678298 | 2.0296620989824916 |
| 5 | 5.2245252322190625 | 5.342381668531764 |
| 10 | 10.494633385727754 | 11.108917067752465 |Total Ag+ in suspension (µg/ml)
AgNP concentration (µg/ml)
Supplementary Figure 1. Release of Ag+ from AgNPs into culture medium after 24 h incubation at 37 ºC. (A) Ag+ released into the supernatant of the medium before (0 h) and after (24 h) incubation. (B) Total Ag+ in the AgNP suspension before (0 h) and after (24 h) incubation.

# Supplementary material for: Toxicity of nano- and ionic silver to embryonic stem cells: a comparative toxicogenomic study
**Source:** J Nanobiotechnology. 2017 Apr 11;15:31. doi: 10.1186/s12951-017-0265-6
**Supplement:** Supplementary file 2 — Additional file 2: Figure S2. Morphological changes of the differentiating EBs after exposure for 24 h to varying concentrations of AgNPs (A) or Ag+ (B). The concentrations of AgNPs or Ag+ used for the exposure (in µg/ml) are indicated by the numbers at the top left corner of each image.

## Slide 1

A
0
2.0
0.1
5.0
0.2
10
0.5
20
1.0
50

## Slide 2

B
0
2.0
0.1
5.0
0.2
10
0.5
20
1.0
50

## Slide 3

Supplementary Figure 2. Morphological changes of the differentiating EBs after exposure for 24 h to varying concentrations of AgNPs (A) or Ag+ (B). The concentrations of AgNPs or Ag+ used for the exposure (in µg/ml) are indicated by the numbers at the top left corner of each image.

How the deposited data were processed for this re-analysis (not part of the article)

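Affymetrix Mouse Gene 2.0 ST arrays measured RNA of mouse EBs after 24 h without silver, with AgNPs at 5.0 µg/ml or with Ag+ at 5.0 µg/ml, with 3 arrays per group. The paper reports biological triplicates, and conditions were taken from the sample labels. The authors made the values with RMA in Expression Console (convolution background correction, quantile normalization, median polish). The deposited values of 41345 probe sets are on the log2 scale, between 1.07 and 13.2, and were used without further normalization. The paper's filter for probe sets that appeared unexpressed is not described further in its text, and none was applied. Arrays of EBs at 1.0 µg/ml Ag+ were not analysed here, nor were cytotoxicity and flow cytometry, which have no deposited files.

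Gene names came from the platform's annotation: 23521 probe sets name 1 gene, 1814 name several and 16010 are unnamed here, and the tests covered the 25335 named ones. No gene was named from a probe set with several genes, apart from the shared probe set of Hspa1a and Hspa1b, which the paper shows. In a fit of all 41345 probe sets, adjusted over all of them, the unnamed ones had 0 calls with AgNPs, 38 with Ag+ and 7 between the treatments.

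Analyses used R 4.3.3 with limma 3.58.1 and data.table 1.17.8. One linear model with 3 group means was fitted to all 9 arrays (lmFit and eBayes), with 3 two-sided contrasts: AgNP minus control, Ag+ minus control and AgNP minus Ag+. The Benjamini-Hochberg adjustment ran over the 25335 named probe sets in each contrast, with a threshold of 0.05. The paper's thresholds of 1.5 for the fold change and 0.05 for the unadjusted p were applied to the same fit, with fold changes as differences of mean log2 values. Intervals are at the 95% level. Gene lists (44, with 698 entries) were tested with camera at a preset correlation of 0.01, over 22180 gene symbols with 1 probe set each, the one with the highest mean among those that name a single gene, and were adjusted over 132 tests. Camera with an estimated correlation and fry, which does not compare a list with other genes, were run beside it. The lists were fixed before the expression values were examined, but after the paper's DEG tables had been read. The same holds for the rule for genes named in the text. It takes every gene the paper names in its results, Fig. 7 and Table 3 and the 6 checkpoint genes of its discussion, the 12 largest rises and 12 largest falls per contrast among called genes whose arrays separate the groups, and 4 members of each described list with the smallest p.

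Principal components, Ward clustering and Euclidean distances were computed over the named probe sets, the 16510 with the highest group mean, and the 480 DEGs of the 3 contrasts. For clustering, the 16510 with the highest mean over all arrays were used as well. Overlaps and correlations of the 2 contrasts against controls were set beside 100 simulations of unchanged groups that share 3 controls, with each probe set drawn independently. They were repeated with the controls divided between the contrasts, in limma with 4 group means. The procedure was tested on simulated data of the same size, with probe sets raised or lowered at random in the AgNP contrast of 3 arrays against 3. Of these, 43 of 67 changed 1.5-fold (64.2%), 65 of 67 changed 2-fold (97.0%) and 66 of 66 changed 4-fold were called, while 12 unchanged probe sets were called and 45 passed the paper's thresholds. The number of arrays limits the precision, and probe sets near background limit it further: 25% of the named probe sets have a mean signal under 3.72 and the median is 5.06.

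Alternatives fixed before the data were examined were fits of only the groups compared, the replicate number as a block, trend and robust options, array weights, the methods' Welch test and ANOVA, the 16510 probe sets of the highest group mean, a mean of at least 5, all probe sets, centring of arrays on their median, each array left out, treat against a fold change of 1.5, a fold threshold of 2, a correlation distance, DEGs only, an estimated inter-gene correlation and the mean of a gene's probe sets. Leaving out AgNP replicate 1 and control replicate 3 together was added after the data had been seen, and so were the divided controls and the clustering by the mean over all arrays.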

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

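The tests of a single array and of exchanged labels were chosen after their results had been seen. Lists of visceral endoderm and lysosome genes, which the paper does not discuss apart from lysosome rupture as a mechanism, differed between groups. Visceral endoderm genes were lower with Ag+ than in controls (median log2 fold change -0.30) and higher with AgNPs than with Ag+ (median 0.23). Lysosome genes were lower with Ag+ than in controls (median -0.24) and higher with AgNPs than with Ag+ (median 0.28).

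Of the 21 measured visceral endoderm genes, 9 are in the paper's Table S3, which had been read when the list was written, and the other 12 had a median of 0.05 between AgNPs and Ag+, so that the pattern rests largely on genes that these arrays had already shown, though leaving those out also favours a smaller median. The median of all 21 stayed at 0.193 or more whichever array was left out, but a single array cannot be told apart as its source, since genes known to differ on these arrays are in the list. An exchange of single labels between AgNP and Ag+ arrays is argued against by the other 9 splits of these 6 arrays, which gave 0 changed probe sets over all named ones at most, against 129 with the labels as deposited; an exchange of all labels of both groups would give the same counts and was not tested. A candidate explanation is a loss of visceral endoderm cells, since this tissue forms the outer layer of EBs and the paper reports that cells fell off the outer shell with Ag+. Of 8 genes of a second list of this tissue with a control mean of at least 5, 7 had a negative log2 fold change with Ag+ and 2 of these passed the test (S100g, at -1.04, and Folr1, at -0.95). Clic6 had -0.95 (adjusted p = 0.063), Slc40a1 -0.36, F10 -0.27, Pla2g12b -0.25, Cpn1 -0.24 and Slc13a4 0.02. Of the 8, 3 are in the paper's Table S2, which had been read when the list was written. A loss of cells and lower expression in cells that stay cannot be told apart, since either would lower these genes in RNA of whole EBs. The 2 calls, neither most nor few of the 8, decide nothing between them. A direct effect of Ag+ on these genes, the biological alternative that the design gives, was not tested apart from this.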

How the results depend on the processing

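For named genes, 18063 of 19722 values over all alternatives stayed on the same side of the threshold, 1436 lost a call, 223 gained one and 0 reversed. A change of sign counted as a reversal only where the main fit or the alternative called the value, so uncalled values were not checked for direction. Most of the values were not called to begin with. By the methods' Welch test, which left 0 calls, 233 of 993 lost a call. For the gene lists these were 2487, 92 and 60 of 2640, and 1 reversed: the pluripotency list with AgNPs had a median of 0.05 over all arrays and -0.18 without the 2 arrays that stand apart. The causes were not tested except where fewer arrays, other probe sets or a stricter threshold define the alternative. Signal near background limits the data, since 43 of 115 DEGs with AgNPs have a mean under 5.

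Counts at an adjusted p under 0.05 were 22 with AgNPs, 579 with Ag+ and 129 between the treatments. With only the groups compared they were 0, 320 and 43, by the methods' Welch test 0, 0 and 0 (950, 1788 and 1233 at an unadjusted p under 0.05), by the methods' ANOVA 0, 2 and 3, over all probe sets 4, 345 and 47, and against a fold change of 1.5 in treat 2, 37 and 7. With a mean of at least 5 they were 42 with AgNPs and 204 between the treatments, and with both arrays that stand apart left out, an alternative chosen after seeing the data, 5 and 22. With arrays centred on their median 12 changed with AgNPs (8 up and 4 down, against 9 and 13), and with Ag+ 270 rose and 292 fell (against 206 and 373). Without 1 array the counts ranged from 3 to 36, 282 to 519 and 37 to 111.

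DEGs at the paper's thresholds were 115, 424 and 192. They were 525, 842 and 486 over all probe sets and 15, 122 and 41 at a fold change of 2. With AgNPs they were 73 by the methods' Welch test and 72 with a mean of at least 5, and without 1 array they ranged from 111 to 169, 389 to 489 and 169 to 271. DEGs shared upward were 20, and 10 by the Welch test, 13 by ANOVA, 60 over all probe sets and 16 to 33 without 1 array. DEGs shared downward were 61, and 121 over all probe sets. With the controls divided between the comparisons, an alternative chosen after seeing the data, shared DEGs fell to 13 upward with AgNPs against control replicates 1 and 2, and the correlation of 0.632 fell to 0.320, 0.362 and 0.159 with AgNPs against control replicates 1, 2 and 3 and to 0.247, 0.344 and 0.297 against 2 and 3, 1 and 3, and 1 and 2, as this alternative removes the noise of the common controls and leaves fewer controls per comparison. The distance ratio of 1.01 was 0.957 with a mean of at least 5, 1.05 over all probe sets, 1.03 without both arrays that stand apart, 0.974 by correlation and 0.806 over DEGs, and 0.967 to 1.03 without 1 array. Of 12 tests of the genes of Fig. 7, 9 passed, but 4 with only the groups compared, 6 over all probe sets, 6 without both arrays that stand apart, 0 by the Welch test and 0 by ANOVA, and 6 to 8 without 1 array. With the replicate number as a block 8 passed. Of 132 list tests 47 were called, and 6 with an estimated correlation, which took the comparisons from 13, 16 and 18 to 0, 3 and 3.

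The replicate number as a block gave 20, 623 and 161 probe sets, 14, 494 and 103 of which were among the 22, 579 and 129. Residuals of arrays with the same number correlated at -0.06 to 0.23, over 0.1 in 4 of 9 pairs, among them all 3 pairs of replicate 1 (0.233, 0.174 and 0.126), and 5 of 9 arrays correlated best with the arrays of their own number. As the other 6 pairs were not all over 0.1, and neither the paper nor the labels pair the arrays, the number was not taken as a pairing in the main fit, but arrays of the same number can share some variation: 8 of the 44 lists had the same order of replicates in all 3 groups, where independent orders of unrelated lists give 1.22. Every count above stayed within 1.5 times its value under the block.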

Differences from the paper's values

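The paper gives p = 0.001086 for Hspa1a with Ag+, and limma gave 0.00263 unadjusted here. Of the alternatives fixed before the data were examined, the methods' ANOVA of the 2 groups gave 0.00109 and the trend and robust fit 0.00153, both within 1.5 times the paper's value. The other alternatives gave 5.59e-05 with only the groups compared, 0.00610 with the replicate block, 0.00213 with array weights, 0.00176 by the methods' Welch test, 0.00247 over the 16510 probe sets of the highest group mean, 0.00234 with a mean of at least 5, 0.00455 over all probe sets and 0.00189 with centred arrays. Without 1 array it was 0.00681, 0.00871 and 0.0119 for control replicates 1, 2 and 3, 0.000247, 0.00484 and 0.000194 for AgNP replicates 1, 2 and 3, and 0.0119, 0.00862 and 0.00543 for Ag+ replicates 1, 2 and 3. The adjusted p was 0.083 over the named probe sets. Fold changes of this gene match, at 1.70 here.

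The paper states that the metallothionein increases with Ag+ were minimal and without significance. Here Mt2 rose with Ag+ by 0.55 on the log2 scale (adjusted p = 0.0018), though its 1.46-fold change is under the paper's threshold of 1.5, while Mt1 did not pass (adjusted p = 0.29). Mt2 stayed called whichever array was left out, and was lost with the methods' Welch test and ANOVA after adjustment. The paper names the unfolded protein response for AgNPs from Hspa1a and Hspa1b, which rose here as well. A list of 19 measured genes of that response had 0 calls with AgNPs in limma. The paper counts Hmox1 among the DEGs with AgNPs, and it passes the paper's thresholds here at 1.8-fold, with an adjusted p of 0.16.

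For the distance of AgNP samples, which the paper places nearer to controls than to Ag+ samples, the ratio was 1.01 over the named probe sets (SD of 0.025 over the 3 AgNP arrays), 0.981 over the 16510 of the highest group mean and 0.806 over the DEGs, the kind of set the paper's clustering used. Group means over the named probe sets were 23.3 apart for AgNP and control and 24.7 for AgNP and Ag+, and 18.5 and 21.0 over the 16510. Over the 16510 probe sets, the 3 AgNP arrays had ratios of 0.936, 1.01 and 1.01 (SD 0.042), so that nearness of pairs to controls there rests on AgNP replicate 1. The DEGs were picked for group differences, more of them between AgNPs and Ag+ (192) than between AgNPs and controls (115). Mean distances over pairs thus show no clear difference in the sets not picked this way. They include the spread within groups, which over the named probe sets was larger for controls (33.6) than for Ag+ (30.2). Between group means, AgNP was nearer to controls over the named probe sets and over the 16510, a difference that was not tested.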

Other observations

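For the selenoprotein genes, the tests of selenium supply and of lost endoderm cells were chosen, and the bar for a single array was changed, after their results had been seen. For the paraxial genes, the test of a single AgNP array was chosen, and the bar for a control array that stands apart was changed, after their results had been seen. Selenoprotein genes responded to silver one by one. Of 21 measured, 2 fell with AgNPs, Gpx1 and Selenow, and with Ag+ 4 fell and 1 rose (0 up and 3 down, and 1 up and 6 down, when adjusted over the list alone). With Ag+, Gpx1 fell by 0.82 (adjusted p = 2.1e-04), Selenoh, a nuclear selenoprotein gene, by 0.59 (adjusted p = 0.011) and the secreted peroxidase gene Gpx3 by 0.45 (adjusted p = 0.011), while Selenop, which encodes the selenium transport protein, rose by 1.29 (adjusted p = 0.0046). Selenoh was lost without control replicate 2 or Ag+ replicate 3, at -0.59 and -0.56, and Gpx3 without control replicate 2, at -0.46. The list as a whole did not differ from controls (adjusted p = 0.30 and 0.10), but was called as lower with Ag+ without Ag+ replicate 3, at a median of -0.03.

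Imprinted genes were lower with both treatments, with medians of -0.20 (adjusted p = 3.7e-06, but adjusted p = 0.11 with an estimated correlation) and -0.26 (adjusted p = 4.8e-06, but adjusted p = 0.11 with an estimated correlation). Of 19 measured, 1 fell with AgNPs, while 6 fell and 1 rose with Ag+ (3 down, and 11 down and 1 up, when adjusted over the list alone). Mest fell with Ag+ by 0.99 (adjusted p = 0.0034) and Phlda2, which restrains placental growth, by 1.21 (adjusted p = 0.013), though not without control replicate 2 or Ag+ replicates 1 or 2, at -1.18 to -1.15, while Nnat, which encodes neuronatin, rose by 0.80 (adjusted p = 0.0091). Genes of hypoxia and glycolysis had a median of -0.41 with Ag+ (adjusted p = 8.8e-04, but adjusted p = 0.61 with an estimated correlation), and 2 of 17 fell (4 when adjusted over the list alone), but without control replicate 1 the list was not called, at a median of -0.28.

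With AgNPs, camera at its preset correlation called the list of paraxial mesoderm genes higher, and those of BMP and lateral mesoderm genes lower, than in controls. With an estimated correlation the adjusted p values were 0.10, 0.17 and 0.16, so that none of the calls stayed, and 1 of 19, 1 of 18 and 2 of 19 genes passed the test in these directions. A single AgNP array as the source of the paraxial shift is argued against, since the 13 genes of the list outside the paper's Table S1 had a median of 0.245, and 0.207 or more whichever AgNP array was left out. A control array that stands apart stays open: the median of the list, 0.43, stayed at 0.331 or more whichever control array was left out, but 13 of the 19 genes are in Table S2, which rests on the same controls and had been read when the list was written. Chance values of the shared controls stay open: simulated unchanged groups gave medians from -0.13 to 0.07, but genes of a list can vary together between arrays, which the simulation leaves out.

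Gpx1, Selenow and Selenoh had a median change of -0.50 with AgNPs and -0.82 with Ag+. The 3 genes were picked as lower with both treatments, which favours larger falls. At least 0.967 of the median stayed whichever array was left out, but on genes picked this way a single array cannot be told apart as the source. The 10 visceral endoderm genes that fell with Ag+ had a median of -0.176 with AgNPs (SD 0.187 over genes, lowest -0.406), against -0.42 for the least fallen of the 3. As the 3 were picked for their falls, this cannot decide on loss of visceral endoderm cells as the whole source of the fall with AgNPs. For the fall with Ag+ such a loss cannot be told apart from other causes, since the 19 visceral endoderm genes with a control mean of at least 5 had a median of -0.593 with Ag+, with an SD over genes of 0.952. A shortage of selenium could lower such mRNAs. The other 18 measured selenoprotein genes had a median of -0.00265 with Ag+ and -0.0123 with AgNPs, but a shortage that reaches only the most sensitive mRNAs would give the same, so this cannot be told apart from other causes.

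Other splits of the 6 arrays of each comparison are 10 in number, the real one included, too few for a share under 0.05. With AgNPs the real split gave 22 changed probe sets against 1 at most in any other, 115 DEGs against 57, and 13 lists against 14, and 2 splits, the real one among them, reached that number of lists. With Ag+ it gave 579 against 0, 424 against 88 and 16 against 12, and between the treatments 129 against 0, 192 against 35 and 18 against 10, where in each case only 1 split, the real one, reached the number. Each split was fitted in limma with all 9 arrays, the arrays of the group outside the comparison keeping their label.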
